# Both live and dead *Enterococci* activate *Caenorhabditis elegans* host defense via immune and stress pathways

**DOI:** 10.1080/21505594.2018.1438025

**Published:** 2018-03-19

**Authors:** Grace J. Yuen, Frederick M. Ausubel

**Keywords:** *Caenorhabditis elegans*, *Enterococcus faecalis*, *Enterococcus faecium*, host-pathogen interactions, innate immunity, invertebrate models of infection, pathogen-associated molecular patterns, stress response

## Abstract

The innate immune response of the nematode *Caenorhabditis elegans* has been extensively studied and a variety of Toll-independent immune response pathways have been identified. Surprisingly little, however, is known about how pathogens activate the *C. elegans* immune response. *Enterococcus faecalis* and *Enterococcus faecium* are closely related enterococcal species that exhibit significantly different levels of virulence in *C. elegans* infection models. Previous work has shown that activation of the *C. elegans* immune response by *Pseudomonas aeruginosa* involves *P. aeruginosa-*mediated host damage. Through ultrastructural imaging, we report that infection with either *E. faecalis* or *E. faecium* causes the worm intestine to become distended with proliferating bacteria in the absence of extensive morphological changes and apparent physical damage. Genetic analysis, whole-genome transcriptional profiling, and multiplexed gene expression analysis demonstrate that both enterococcal species, whether live or dead, induce a rapid and similar transcriptional defense response dependent upon previously described immune signaling pathways. The host response to *E. faecium* shows a stricter dependence upon stress response signaling pathways than the response to *E. faecalis*. Unexpectedly, we find that *E. faecium* is a *C. elegans* pathogen and that an active wild-type host defense response is required to keep an *E. faecium* infection at bay. These results provide new insights into the mechanisms underlying the *C. elegans* immune response to pathogen infection.

## Introduction

Innate immunity is an evolutionarily ancient defense system that provides the first line of defense against invading microbes and is found in all plant and metazoan life. Innate immunity in both plants and metazoans is mediated in part by pattern recognition receptors (PRRs) that recognize invariant molecular structures shared by pathogens, called microbe-associated molecular patterns (MAMPs). Upon activation, PRRs trigger downstream signaling, which ultimately culminates in the expression of immune effectors that inhibit the infection. While much is known about the activation of immune signaling pathways via MAMPs in plants, insects, and vertebrates, little is known about whether the nematode *Caenorhabditis elegans* is able to perceive MAMPs. It is possible that *C. elegans* is blind to MAMPs, as it is a natural bacteriovore, and thus must be somewhat tolerized to invariant microbial molecules such as lipopolysaccharides, peptidoglycans, and flagellin. In one relevant study, similar immune responses were activated when *C. elegans* was fed either live or heat-killed *Staphylococcus aureus*, suggesting that that *C. elegans* might be able to perceive MAMPs [1]. However, the single Toll-Like Receptor in *C. elegans* (TOL-1) does not appear to be significantly involved in innate immune signaling in *C. elegans*, at least in intestinal epithelial cells where the primary immune response occurs [2, 3]. Thus, these results suggested that the host response to *S. aureus* is activated by MAMPs in a manner independent of Toll signaling [1], although TOL-1-mediated signaling in chemosensory neurons can affect pathogen avoidance behavior [4].

In addition to MAMP recognition, host recognition of pathogen-elicited damage is also thought to be a general mechanism by which the host innate immune response is activated in both plants and animals [5], even though the mechanisms by which pathogens mediate direct or indirect damage to their hosts are still poorly understood. In the case of *C. elegans*, infection by live *Pseudomonas aeruginosa*, but not heat-killed cells, activates an immune response, with the magnitude of the host response to *P. aeruginosa* infection correlating with the degree of virulence of the infecting strain [5]. Moreover, *P. aeruginosa*-mediated blocking of host protein synthesis appears to be sufficient to activate immunity [6–8]. More generally, there is mounting evidence that disruption of cellular homeostasis by a variety of external toxins or defects in the function of particular essential genes can lead to immune activation in *C. elegans* [9–11].

With these results in mind, we investigated the mechanism by which *C. elegans* recognizes infection by two enterococcal species, *E. faecalis* and *E. faecium*, which have distinct infection-related phenotypes. Previously, our laboratory demonstrated that whereas *E. faecalis* and *E. faecium* both accumulate in and cause distention of the intestine of *C. elegans*, only *E. faecalis* is able to form a persistent infection and kill *C. elegans* [12]. These observations suggested that *C. elegans* may be tolerant to an *E. faecium* infection, if the accumulation of *E. faecium* in the intestine reflects a pathogenic process, as opposed, for example, to a mechanical or structural impediment in clearing *E. faecium* cells from the intestine. In any case, the mechanisms by which these two enterococcal strains disrupt host physiology, the nature of the host response to these pathogens, and the defense pathways required for resistance to *Enterococcus* have been elucidated only to a limited extent.

In this study, through ultrastructural imaging, we observed that infection with either *E. faecalis* or *E. faecium* causes intestinal distention in the absence of obvious damage, although infection with *E. faecalis* impairs the *C. elegans* defecation rhythm. Using gene expression profiling, we identified a large overlap in the *C. elegans* genes activated or repressed by *E. faecalis* or *E. faecium*, many of which are regulated by immune signaling pathways. We show that expression of these genes can also be elicited by heat-killed *Enterococcus*, but not by other heat-killed bacteria, demonstrating that *C. elegans* may perceive enterococcal-encoded MAMPs. We also demonstrate that stress pathways are required for the regulation of a specific subset of host effectors following infection with *E. faecium*, but not *E. faecalis*. Finally, we find that *E. faecium* is capable of infecting and killing immunocompromised *C. elegans* mutants. Since large numbers of *E. faecium* cells accumulate in the intestine of wild-type *C. elegans* animals, these results suggest that wild-type worms employ immune-response pathways to establish tolerance to an *E. faecium* infection. These findings shed new light on the mechanisms underlying pathogen sensing in *C. elegans*.

## Results

### Both *E. faecalis and E. faecium* distend the *C. elegans* intestine in the absence of extensive host damage, but only *E. faecalis* causes a lethal infection

Confirming previous work [12], we found that *E. faecalis* strain MMH594 causes a lethal infection in wild-type *C. elegans* strain N2 in an established agar-based assay [13], whereas the enterococcal species *E. faecium* strain E007 does not (S1 Fig). Importantly, the lethality of *E. faecalis* is not solely a consequence of *in utero* hatching of eggs (“bagging”). Although the LT_50_ of *C. elegans* treated with *cdc-25.1* RNAi to induce maternal sterility and subsequently fed *E. faecalis* is longer than wild-type worms fed *E. faecalis*, the LT_50_ of *cdc-25.1* RNAi-treated worms fed *E. faecalis* was almost half that of *cdc-25.1* RNAi-treated worms fed *E. faecium* (LT_50_ = 8 days and 18 days, respectively) (S1 Fig).

We used transmission electron microscopy (TEM) to assess the ultrastructural cytopathology of *E. faecalis-* and *E. faecium*-infected worms. In control *E. coli*-fed *C. elegans* animals, nearly all bacterial cells in the intestinal lumen were macerated, and the intestinal microvilli appeared long, straight and anchored at their base into the terminal web (Figs. 1A, 1D, 1G). In contrast, *E. faecalis*- or *E. faecium* infected worms were found to have large numbers of bacterial cells packing and distending the intestine (Figs. 1B, 1E, 1H and Figs. 1C, 1F, 1I, respectively). Importantly, in both infections, many dividing bacterial cells were present in the intestine, as evidenced by the presence of septa, suggesting that they were actively proliferating. Interestingly, however, in the case of *E. faecium*, but not *E. faecalis*, many intestinal bacterial cells did not stain darkly, suggesting that their viability may have been negatively impacted by the host immune response. While the overall morphology of the intestinal cells in both *E. faecalis*- and *E. faecium* infected animals was not dramatically different from that observed in *E. coli*-fed worms, several features were clearly different in the *Enterococcus*-infected animals. First, some slight dehiscence of the terminal web from the luminal membrane was observed in the *E. faecium*-infected worms (Figs. 1C, 1F, 1I). Second, shortening of the intestinal microvilli could be seen in most *E. faecalis*-infected *C. elegans* (24 out of 32 sections) and some *E. faecium*-infected animals (7 out of 34 sections), which may be indicative of damage to the apical microvilli. Similar shortening of the microvilli was reported previously four days after infection with *E. faecalis* in a liquid-based killing assay [14]. Third, the basolateral surface of the intestinal cells of *E. faecalis* (Figs. 1E and 1H) and *E. faecium* (Figs. 1F and 1I) appeared undulatory in some TEM images (27 out of 32 *E. faecalis*-infected *C. elegans* sections; 10 out of 34 *E. faecium*-infected *C. elegans* sections), rather than exhibiting a smooth border as seen in worms fed *E. coli*. In contrast to live *E. faecalis* or live *E. faecium*, heat-killed enterococci did not accumulate in or distend the host intestine (data not shown). Furthermore, unlike infection by *E. faecalis* or *E. faecium*, previous TEM analysis showed that infection with *P. aeruginosa* or *S. aureus* caused severe intestinal damage [1]. *P. aeruginosa* infections were characterized by shortened microvilli, intracellular invasion from the intestine, and arrested autophagosomes, whereas *S. aureus* infections were characterized by severe effacement of the microvilli and lysis of intestinal epithelial cells [1]. All of the TEM images that we obtained are available upon request.

**Figure 1.**
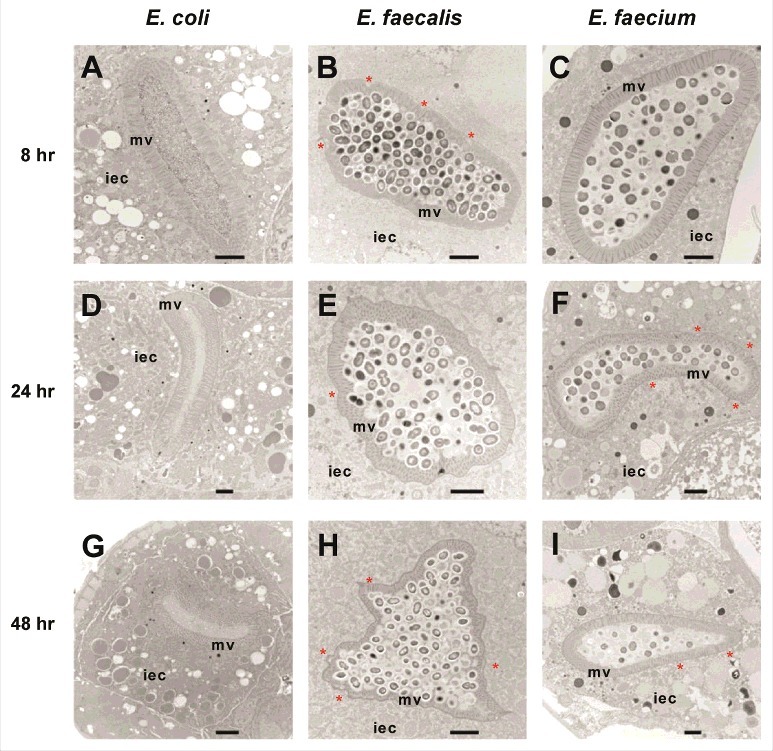
*Enterococci* proliferate in and cause distention of the *C. elegans* intestine, but do not invade intracellularly or lyse intestinal cells. Transmission electron micrographs of transverse midbody sections of N2 *C. elegans* feeding on *E. coli* OP50 (A, D, G), *E. faecalis* MMH594 (B, E, H), or *E. faecium* E007 (C, F, I) at 8 hours (A-C), 24 hours (D-F), or 48 hours (G-I) post infection. Representative micrographs are shown. The microvilli (mv) and cytoplasm of an intestinal epithelial cell (iec) are marked. Sites of dehiscence of the terminal web from the luminal membrane are marked with an asterisk. Scale bar, 2 µm.

### *E. faecium* is a *C. elegans* pathogen but wild-type worms are at least partially tolerant to an *E. faecium* infection

Previous work has shown that immune-deficient *C. elegans* exhibit enhanced susceptibility to *E. faecalis* [12]. We extended this work by assessing the survival of various characterized *C. elegans* immunity-related mutants feeding on either *E. faecalis* or *E. faecium*. In the case of *E. faecalis* infection, *pmk-1, fshr-1*, and *bar-1* mutants were more susceptible than wild-type worms (Fig. 2A). PMK-1 encodes a p38 MAPK that is a highly-conserved component of metazoan immune response pathways [15, 16]. FSHR-1 encodes a leucine-rich repeat containing G-protein coupled receptor, homologous to the human follicle stimulating hormone receptor, and is important in the *C. elegans* defense response against *P. aeruginosa* [17]; recently, it has also been shown to regulate the host response to oxidative stress [18]. BAR-1 encodes a *C. elegans* homolog of β-catenin critical for conferring resistance to *S. aureus* [19]. Interestingly, *pmk-1;fshr-1* and *pmk-1; bar-1* double mutants were more susceptible to *E. faecalis* than the single mutants, suggesting that BAR-1 and FSHR-1 may each function in pathways independent from PMK-1 to mediate *C. elegans* immunity against *E. faecalis* infection (Fig. 2A).

**Figure 2.**
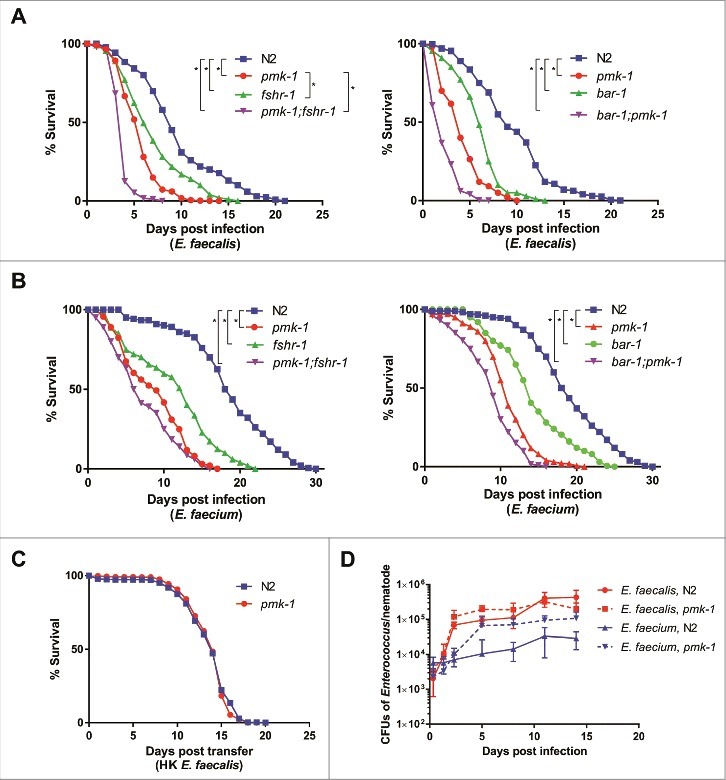
BAR-1, FSHR-1, and PMK-1 are required for defense against both *E. faecalis* and *E. faecium*. (A, B) Survival of wild-type N2, *pmk-1*(km25), *fshr-1*(ok778), and *pmk-1*(km25);*fshr-1*(ok778) *C. elegans* on *E. faecalis (left) and* wild-type N2, *pmk-1*(km25), *bar-1*(ga80), and *pmk-1*(km25);*bar-1*(ga80) animals (right) on *E. faecalis* (A) *and E. faecium* (B), sterilized with *cdc-25.1* RNAi. (C) Survival of N2 and *pmk-1*(km25) worms sterilized with *cdc-25.1* RNAi on heat-killed *E. faecalis*. Each graph shows the average of three plates for each strain, with each plate containing 30–40 worms. Results are representative of 3 independent assays. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis. Strains that showed a statistically significant difference from N2 are denoted with an asterisk and bracket. (D) Bacterial load of wild-type N2 and *pmk-1 C. elegans* after infection with *E. faecalis* or *E. faecium*. Time course of colony forming units in the intestines of wild-type N2 or *pmk-1* deficient *C. elegans*, sterilized with *cdc-25.1*, and infected with either *E. faecalis* or *E. faecium*. Error bars represent the standard deviation. Results are representative of 2 independent assays; each condition of each experiment was performed in triplicate or quadruplicate.

Unexpectedly, although *E. faecium* does not kill wild-type *C. elegans* (S1 Fig), we observed the same pattern of susceptibility among the *pmk-1, fshr-1*, and *bar-1* mutants after infection with *E. faecium* (Fig. 2B) as with *E. faecalis* (Fig. 2A). The *pmk-1* mutant was also susceptible to a different *E. faecium* strain (BM4105SS) (S2 Fig). Importantly, wild-type N2 and mutant *pmk-1* worms showed no difference in lifespan on heat-killed *E. faecalis* (Fig. 2C). Similarly, *pmk-1* and *fshr-1* showed no statistically significant difference in lifespan from wild-type N2 worms on the non-pathogenic food source heat-killed *E. coli*, although *bar-1* and both *pmk-1;fshr-1* and *pmk-1;bar-1* exhibited some decrease in survival (S3 Fig). These data demonstrate that an active immune response is required for defense against *E. faecium* and that *E. faecium* appears to be a *C. elegans* pathogen.

The observation that *E. faecium* accumulates to large numbers in the *C. elegans* intestine (Fig. 1) and that immune pathways are required for the maintenance of host viability (Fig. 2) suggested that *C. elegans* is at least partially tolerant of an *E. faecium* infection. While it is not possible to vary microbial load in the *C. elegans* system, as *C. elegans* are infected by feeding *ad libitum* on bacterial lawns and often ingest bacteria on the plates that they have previously egested, we measured the load of viable bacterial cells in the *C. elegans* intestine of worms infected with *E. faecalis* or *E. faecium* as determined by their ability to form colonies when the worms were disrupted (see Methods). We found that N2 worms accumulated up to 4.3 × 10^5^ *E. faecalis* CFUs in their intestines, whereas only a maximum of 3.1 × 10^4^ CFUs accumulated in case of *E. faecium* (Fig. 2D). This observation correlates with the TEM results in Fig. 1, suggesting that *E. faecium* may be more susceptible than *E. faecalis* to the *C. elegans* immune response. A deficiency in PMK-1, however, led to an increase in the number of *E. faecium* CFUs recovered per worm (up to 1.1 × 10^5^ cells/worm), but no significant increase in CFUs upon *E. faecalis* infection (up to 3.2 × 10^5^ cells/worm). Thus, bacterial CFUs per worm correlate with host killing in the case of *E. faecium*, but not *E. faecalis*, even though deficiency of PMK-1 causes *C. elegans* to prematurely succumb to either infection. The reason that *E. faecalis* does not accumulate to higher titers in a *pmk-1* mutant than in wild type worms may be that the intestine simply cannot accommodate any additional bacterial cells. Thus, it appears that wild-type *C. elegans* can tolerate a significant *E. faecium* infection, but that this level of tolerance requires PMK-1, and likely other components of the *C. elegans* immune response, which negatively impact *E. faecium* viability.

### *E. faecalis* infection perturbs *C. elegans* defecation

We hypothesized that the efficient colonization of the intestine by enterococci may be at least in part a consequence of a decreased defecation rate, as described for other Gram-positive bacterial infections [20]. Indeed, *E. faecalis*-infected *C. elegans* displayed a highly irregular and longer defecation rhythm than *E. coli*-fed worms (Fig. 3A). *E. faecium*-infected *C. elegans* exhibited a somewhat intermediate phenotype, and *C. elegans* fed on heat-killed bacteria, whether *E. coli, E. faecalis*, or *E. faecium*, had similar mean defecation cycle lengths (68.1, 76.5, and 68.6 seconds, respectively) (Fig. 3B). Although the underlying mechanism is not clear, these data suggest that the extent of disruption of the normal defecation rhythm correlates with worm killing, but that the relatively modest decrease in defection rate observed in the case of *E. faecium* is most likely not solely responsible for the accumulation of *E. faecium* in the *C. elegans* intestine.

**Figure 3.**
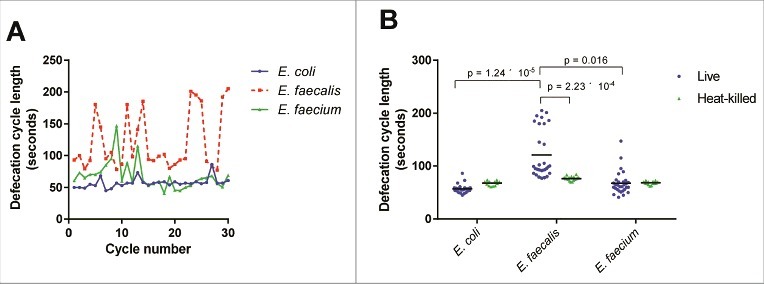
Live *E. faecalis* perturbs defecation cycle length in *C. elegans*. (A) Sequential defecation cycle lengths (time between consecutive contractions of the posterior body wall muscle) in wild-type *C. elegans* fed on *E. coli, E. faecalis*, or *E. faecium*. (B) Defecation cycle lengths in L4 worms fed *E. coli, E. faecalis*, or *E. faecium*, either live or heat-killed, for 24 hours. Mean defecation cycle lengths are indicated with horizontal bars. Results are representative of 3 independent assays. Relevant statistically significant differences are indicated with a bracket. Statistical significance was calculated using an unpaired t-test and the Holm-Sidak method for multiple comparison correction.

### The *Enterococcus* infection gene signature

We characterized the *C. elegans* host response to *Enterococcus* infection with whole-genome transcriptional profiling of *Enterococcus*-infected young adult *C. elegans* using Affymetrix GeneChip® technology. 

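Whole N2 worms were profiled after 8 h at 25 °C on BHI agar with 1 of 4 foods: heat-killed *E. coli* OP50 (4 arrays), live *B. subtilis* PY79 (3 arrays), *E. faecalis* MMH594 (3 arrays) or *E. faecium* E007 (3 arrays). *B. subtilis* is a live Gram-positive food for worms, and the paper's text gives no array result for it. The methods state that young adults were moved to these plates, whereas the sample labels state that the worms were at the late L4 stage when moved and became young adults during the exposure. The Affymetrix C. elegans Genome Array reads each transcript with 1 or more groups of short probes, called probe sets. The authors summarized the probes of each array by RMA to 1 log2 value per probe set, and these deposited log2 values are the starting point here. The table holds 22625 probe sets for each of 13 arrays, and the array medians lie between 5.69 and 5.83. Pearson's r between replicate arrays across the tested probe sets was 0.975 to 0.994 for heat-killed *E. coli*, 0.973 to 0.990 for *B. subtilis*, 0.967 to 0.990 for *E. faecalis* and 0.984 to 0.993 for *E. faecium*. The replicates are called biological in the labels and independent in the methods, and nothing further says whether they were separate cultures of worms. The deposited record states that 2 of the 4 control samples were processed on a different day, under array names that appear in no label, so these 2 samples cannot be identified. Control probe sets of the manufacturer and the dimmest 10% of probe sets by median were left out, which left 20293. One linear model with the 4 foods as groups was fitted to all 13 arrays with limma, with 9 residual degrees of freedom. A probe set passed at a change of over 2-fold and a Benjamini-Hochberg adjusted p under 0.05. The small number of arrays limits the precision of every value. In what follows, ± after a log2 fold change is the standard error of limma's contrast, and ± after a level is the SD over arrays.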

The transcriptional profile of *C. elegans* fed heat-killed *E. coli* was used as a control because live *E. coli* is pathogenic to *C. elegans* on BHI agar, the rich medium required for *E. faecalis* and *E. faecium* growth [12]. Using a fold-change cutoff of 2-fold (relative to heat-killed *E. coli*) and a Benjamini-Hochberg adjusted p-value of 0.05, we identified 375 differentially expressed genes (235 upregulated, 140 downregulated) in the *E. faecalis* infection compared to *E. coli* (S1 Table) and 399 differentially expressed genes (244 upregulated, 155 downregulated) in the *E. faecium* infection (S2 Table). 

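On *E. faecalis*, *fmo-2*, which encodes a flavin-containing monooxygenase, rose from a log2 intensity of 6.18 ± 0.84 (SD, n = 4) to 12.70 ± 0.11 (SD, n = 3), a log2 fold change of 6.52 ± 0.61 (adjusted p = 9.64e-05). *acs-2*, an acyl-CoA synthetase of mitochondrial fatty acid oxidation, rose by 5.13 ± 0.33 on the log2 scale (adjusted p = 1.38e-05), and the C-type lectin gene *clec-60* rose by 4.82 ± 0.27 (adjusted p = 4.71e-06). The saposin-like gene *spp-12* fell by 4.26 ± 0.39 (adjusted p = 7.82e-05) and the C-type lectin gene *clec-70* fell by 4.21 ± 0.12 (adjusted p = 2.81e-09). On *E. faecium*, *fmo-2* rose by 6.54 ± 0.61 (adjusted p = 1.09e-04), and *irg-3*, an infection response gene, rose by 3.65 ± 0.25 (adjusted p = 2.13e-05). Large falls were seen in *clec-70*, by 4.66 ± 0.12 (adjusted p = 8.23e-10), and in *asp-12*, which encodes an aspartyl protease, by 4.24 ± 0.30 (adjusted p = 2.13e-05). Relative to heat-killed *E. coli*, 425 probe sets passed on *E. faecalis*, 275 higher and 150 lower, and those assigned to a single gene name 245 genes that rose and 126 that fell. On *E. faecium* 396 probe sets passed, 242 higher and 154 lower, naming 215 genes that rose and 128 that fell. Without *E. faecalis* replicate 3 the count on *E. faecalis* was 251, and without *E. faecium* replicate 2 the count on *E. faecium* was 205. With each pair of the 4 controls left out in turn, the counts ran from 228 to 788 on *E. faecalis* and from 165 to 528 on *E. faecium*.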

Plotting the fold changes of the transcripts induced by *E. faecali*s against those induced by *E. faecium*, each relative to the heat-killed *E. coli* control, revealed a high degree of correlation between the two signatures, both for genes upregulated by both pathogens (upper right quadrant), as well as those downregulated by both pathogens (lower left quadrant) (Fig. 4A). 

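The uncharacterized genes *H40L08.2* and *C23G10.11* rose by 3.97 and 3.67 on the log2 scale on *E. faecalis* and by 3.54 and 3.25 on *E. faecium*. *sams-1*, which makes S-adenosylmethionine, fell by 2.24 ± 0.19 on *E. faecalis* (adjusted p = 4.27e-05) and by 2.39 ± 0.19 on *E. faecium* (adjusted p = 3.56e-05). *folt-2*, a folate transporter gene, fell by 3.52 ± 0.35 (adjusted p = 1.36e-04) and by 3.76 ± 0.35 (adjusted p = 9.82e-05). Other genes differed between the 2 species, among them *clec-60*, *H02F09.3* and *H02F09.2*. Across the tested probe sets the log2 fold changes on the 2 species had a Pearson's r of 0.811 and a Spearman's rho of 0.763, and 81.0% of them had the same sign (65.1% on average in simulations of unchanged groups that share controls). This correlation is across genes, which are not independent replicates, so no p is given. Both comparisons use the same controls, which alone gives a correlation: in 100 simulations of unchanged groups r was 0.429 on average, reached 0.954, and was as large as the measured one in 10. When each species was compared with a different pair of controls, r was 0.291 to 0.764 over the ways to split the 4 controls. The 2 lowest values, 0.291 and 0.559, came where controls 1 and 3 were set against controls 2 and 4, each pair being alike. In the other splits r was 0.714 to 0.764.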

The overlapping infection gene signature of *E. faecalis* and *E. faecium* contained 222 genes (p = 1.37 × 10^−295^, Fig. 4B and S3 Table) and was overrepresented by genes associated with amino acid metabolism, oxidation-reduction, lipid metabolism, and the innate immune response, as determined by gene ontology term analysis (S3 Table). 

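Genes of the methionine and one-carbon cycle fell together on both species: of 26 measured, 6 fell and 0 rose on each (the same adjusted over the list alone; by limma at an unadjusted p under 0.05, 0 and 1 were higher), with medians of -0.31 on *E. faecalis* and -0.50 on *E. faecium*. The 6 were *sams-1*, *folt-2*, *metr-1* (methionine synthase), *mthf-1* (methylenetetrahydrofolate reductase) and the receptor genes *nhr-114* and *nhr-68*, which regulate this cycle. In a test of the list against all other genes (camera), the adjusted p was 4.15e-06 on *E. faecalis* and 2.41e-07 on *E. faecium*, and the adjusted p was 0.0375 and 0.0397 with an estimated correlation. On *B. subtilis* 4 of the 26 fell and 0 rose by limma (3 were higher at an unadjusted p under 0.05), with a median of -0.18 (camera, adjusted p = 0.0663). Genes of lipid metabolism went both ways. Of 37 genes of fatty acid beta-oxidation, 3 rose and 3 fell on *E. faecalis* (3 and 4 adjusted over the list alone), and 3 rose and 5 fell on *E. faecium* (3 and 5 adjusted over the list alone). The acyl-CoA synthetase gene *acs-11* rose by 2.03 ± 0.18 and 1.70 ± 0.18, while the acyl-CoA dehydrogenase gene *acdh-1* fell by 3.49 ± 0.40 and 4.07 ± 0.40. Of 26 genes of phospholipid synthesis, 1 rose and 5 fell on each species (5 fell on *E. faecalis* and 6 on *E. faecium* adjusted over the list alone). Among them *acl-1*, an acyltransferase gene, fell by 2.03 ± 0.15 and 2.05 ± 0.15, and *asm-3*, a sphingomyelinase gene, rose. The adjusted p of this list was 2.18e-04 and 2.55e-05 with the preset correlation of 0.01, and the adjusted p was 0.633 and 0.398 with an estimated correlation.

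**Figure D1:**
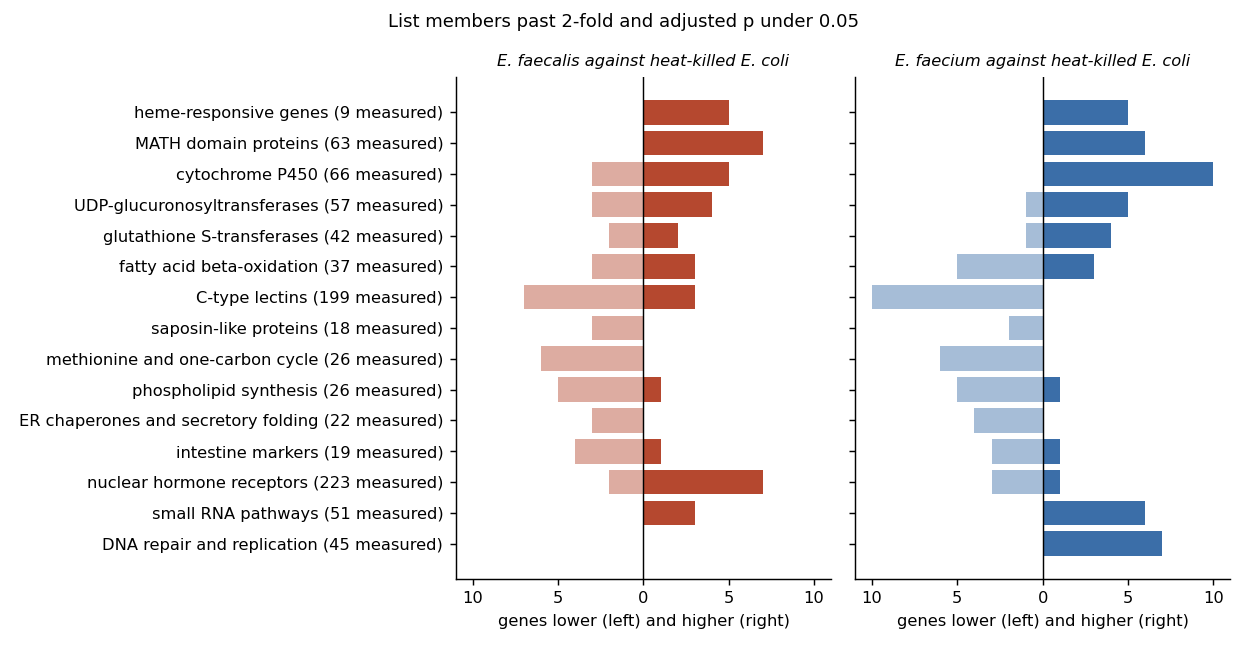
Number of members of 15 gene lists past a 2-fold change and an adjusted p under 0.05 relative to heat-killed *E. coli*, with members that rose to the right of 0 and members that fell to the left, on *E. faecalis* (left panel) and *E. faecium* (right panel). The number of measured members stands beside each name, and on both species the 6 methionine and one-carbon genes that passed lie to the left.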

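Among oxidation-reduction enzymes, 2 of 5 flavin-containing monooxygenase genes, *fmo-2* and *fmo-1*, rose on both species, and *fmo-1* rose by 2.02 ± 0.34 on *E. faecalis* and 1.95 ± 0.34 on *E. faecium* (2 on each adjusted over the list alone). The adjusted p of that list was 6.81e-05 and 0.00122, and the adjusted p was 0.273 and 0.398 with an estimated correlation. Of 66 cytochrome P450 genes, 5 rose and 3 fell on *E. faecalis* (6 and 3 adjusted over the list alone), and 10 rose and 0 fell on *E. faecium* (11 and 2 adjusted over the list alone; 19 higher and 10 lower by limma at an unadjusted p under 0.05). *cyp-13A7* rose by 1.94 and by 2.71. On *E. faecium* the median of these genes was -0.01 while their mean was 0.23 and the test pointed up (adjusted p = 0.0391, and adjusted p = 0.716 with an estimated correlation). Of 42 glutathione S-transferase genes, 2 rose and 2 fell on *E. faecalis* (2 and 3 adjusted over the list alone), and 4 rose and 1 fell on *E. faecium* (4 and 1 adjusted over the list alone). *gsto-1* rose by 2.13 ± 0.31 and 3.04 ± 0.31. Among immune effectors, of 199 C-type lectin genes 3 rose and 7 fell on *E. faecalis*, and 0 rose and 10 fell on *E. faecium*, with the same counts adjusted over the list alone. At an unadjusted p under 0.05 in limma, 3 were higher on *E. faecium*. The list's adjusted p was 0.00342 and 1.60e-05, and the adjusted p was 0.757 and 0.524 with an estimated correlation. *clec-67*, an immune reporter gene, fell by 2.42 ± 0.43 and 2.28 ± 0.43. Of 18 saposin-like genes, 3 fell on *E. faecalis* and 2 on *E. faecium* (3 on each adjusted over the list alone) and 0 rose by limma (2 and 0 were higher at an unadjusted p under 0.05). At an adjusted p of 0.0328 and 0.00122, this list also lost its call (adjusted p = 0.757 and 0.524 with an estimated correlation). Of 8 infection response genes named *irg*, 1 rose and 2 fell on *E. faecalis*, and 1 rose and 4 fell on *E. faecium*, with the same counts adjusted over the list alone. Of 11 genes known to need the p38 kinase PMK-1, 0 rose on either species and 3 fell on each (1 rose and 5 fell on *E. faecalis*, and 0 rose and 5 fell on *E. faecium*, adjusted over the list alone; 1 and 0 were higher by limma at an unadjusted p under 0.05). Of 19 intestine markers, 4 fell and 1 rose on *E. faecalis*, and 3 fell and 1 rose on *E. faecium*, with medians of -0.23 and -0.38, and the medians of 20 muscle markers were -0.34 and -0.35. In all 232 probe sets passed in the same direction on both species, 133 higher and 99 lower, and 0 passed in opposite directions by limma's test. Independent lists of these sizes would share 8.29, and the hypergeometric log10 p is -308.8, which takes the shared controls and correlated genes as independent. In the 100 simulations of unchanged groups with shared controls the median shared count was 0, and in the 1 simulation with any it was 389, above the measured count. With separate control pairs for the 2 species the shared count was 112 to 185, and without *E. faecium* replicate 2 it was 149.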

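*sodh-1* (annotated as *adh-1*; chromosome V, 11888248 to 11889650 of WBcel235), a dehydrogenase gene, rose on both enterococci. Its log2 intensity was 10.42 ± 0.36 (SD, n = 4) on heat-killed *E. coli*, 13.37 ± 0.14 (SD, n = 3) on *E. faecalis* and 12.98 ± 0.35 (SD, n = 3) on *E. faecium*, log2 fold changes of 2.95 ± 0.52 (adjusted p = 0.00669) and 2.57 ± 0.52 (adjusted p = 0.0179). *cyp-37B1* (chromosome V, 16278116 to 16280616), a cytochrome P450 gene, also rose on both, from 7.67 ± 1.02 (SD, n = 4) to 10.17 ± 0.55 (SD, n = 3) and 10.02 ± 0.55 (SD, n = 3). Its log2 fold changes were 2.50 ± 0.49 on *E. faecalis* (adjusted p = 0.0129) and 2.35 ± 0.49 on *E. faecium* (adjusted p = 0.0214). *ilys-3* (chromosome IV, 2464456 to 2465443), an invertebrate-type lysozyme gene, rose on *E. faecalis* by 1.83 ± 0.29 (adjusted p = 0.00334), from 7.50 ± 0.61 (SD, n = 4) to 9.33 ± 0.32 (SD, n = 3). On *E. faecium* its level was 8.00 ± 0.33 (SD, n = 3) and the log2 fold change 0.50 ± 0.29 did not pass (adjusted p = 0.347). The difference of *ilys-3* between the 2 infections, 1.33 on the log2 scale, did not pass either (adjusted p = 0.162). Of 15 lysozyme genes measured, 2 rose and 1 fell on *E. faecalis* (2 and 1 adjusted over the list alone), and 1 rose and 0 fell on *E. faecium* (1 and 1 adjusted over the list alone; 2 and 2 by limma at an unadjusted p under 0.05). The medians of the list were -0.09 and -0.14 while its means were 0.08 and 0.02. *sodh-1* on *E. faecium* lost its call under 8 of 35 alternatives and *cyp-37B1* on *E. faecium* under 10 of 35.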

Among the effector genes upregulated by infection with *Enterococcus* were three genes that had previously been demonstrated to mediate *C. elegans* resistance to pathogens: *sodh-1* (sorbitol dehydrogenase) and *cyp-37B1* (cytochrome P450), whose decreased expression caused enhanced susceptibility to killing by *S. aureus* [1], and *ilys-3*, an invertebrate lysozyme effector required in the pharynx and in the intestine to prevent the accumulation of bacterial cells in the gut lumen and to protect against *M. nematophilum* [21].

**Figure 4.**
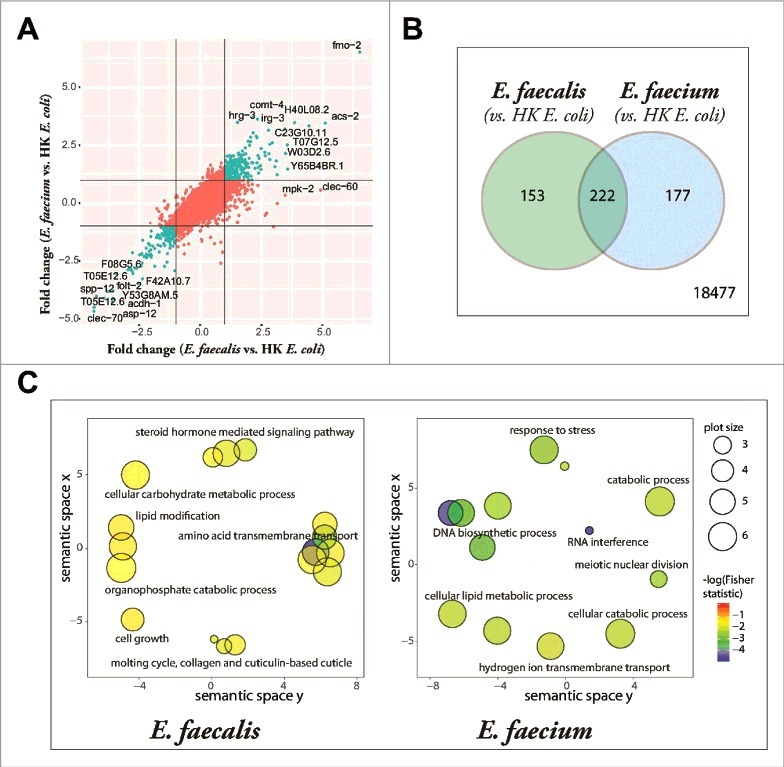
*Enterococcus* infection gene signature. (A) Fold-change by fold-change plot, depicting *E. faecalis*-infected *C. elegans* with *E. faecium*-infected *C. elegans* (relative to heat-killed *E. coli*-fed controls). Genes differentially expressed by both *E. faecalis* and *E. faecium* (relative to HK *E. coli*, |FC| > 2) are highlighted in aquamarine. 18,477 annotated Affymetrix probes were found to not be differentially expressed in either comparison. (B) The set of differentially expressed genes (|FC| > 2, BH-adjusted p-value < 0.05) in the *E. faecalis* infection signature (375) shared a significant overlap with genes differentially expressed in the *E. faecium* infection (399), p = 1.37 × 10^295^. (C) Functional classification summary of the differentially expressed genes that are exclusive to either *E. faecalis* (left) or *E. faecium* (right), relative to heat-killed *E. coli*. Similar functional categories of GO terms were clustered together in two-dimensional space using REViGO, a visualization tool that uses a clustering algorithm to represent GO data by plotting their semantic similarity. The bubble color indicates the Fisher test statistic while the bubble size is proportional to the frequency of GO terms in the GO annotation database. Colors corresponding to log10 Fisher test statistic are provided in the legend.)

Although there were many similarities between the *E. faecalis* and *E. faecium* gene signatures, there were other facets of the gene signatures that differed between the two species. 

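Of 45 genes of DNA repair and replication, 7 rose on *E. faecium* and did not pass on *E. faecalis*: *apn-1*, *atl-1*, *parg-1*, *polq-1*, *smc-5*, *top-1* and *trt-1* (Fisher's exact test against the other tested genes, adjusted p = 5.86e-06; 12 of the list rose on *E. faecium* adjusted over the list alone). Fisher's test takes genes as independent, whereas the estimated correlation of this list was 0.78. By camera the list lost its call on *E. faecium* with an estimated correlation. The list's median was 0.54 on *E. faecium* and 0.16 on *E. faecalis*, where by limma 0 passed (0 adjusted over the list alone) and 14 were higher at an unadjusted p under 0.05. On *B. subtilis* its median was 0.33, and 0 passed by limma (13 were higher at an unadjusted p under 0.05). The polymerase theta gene *polq-1* had log2 fold changes of 1.76 on *E. faecium* (adjusted p = 0.0394) and 1.24 on *E. faecalis* (adjusted p = 0.127). Its 3 probe sets ran from -0.03 to 1.76 on *E. faecium*, and only 1 passed. *atl-1*, the ATR kinase of the DNA damage checkpoint, rose by 1.72 on *E. faecium* (adjusted p = 0.0415), while its other probe set, at 1.6, did not pass. Of 33 aminoacyl-tRNA synthetase genes, 2 passed on *E. faecium* alone when read by the brightest probe set. They were *aars-1* at 1.59 (adjusted p = 0.0101) and *vars-1* at 1.32 (adjusted p = 0.0187). Fisher's exact test for the list gave an adjusted p of 0.245. Their values on *E. faecalis* were 1.08 (adjusted p = 0.0556) and 0.90 (adjusted p = 0.0847). The other probe set of *aars-1* did pass on *E. faecalis*, at 1.13. On *E. faecalis* alone, 6 of 223 nuclear hormone receptor genes passed, all higher (Fisher's exact test, adjusted p = 0.188), among them *nhr-99*, which rose by 1.23 (adjusted p = 0.00686). Of 29 genes of amino acid and peptide transport, those that passed on *E. faecalis*, 1 higher and 1 lower, also passed on *E. faecium*, and 3 were past the adjusted p alone on *E. faecalis* only: *ctns-1* at 0.52, *slc-36.3* at 0.66 and *slc-36.4* at 0.78 (Fisher's exact test, adjusted p = 0.15). Of the C-type lectin genes 4 passed on *E. faecalis* alone, *clec-60*, *clec-82* and *clec-86* higher and *clec-5* lower (Fisher's exact test, adjusted p = 0.615), and of the lysozyme genes 2 did, *ilys-3* higher and *lys-6* lower (adjusted p = 0.143). The difference between the 2 infections was also tested directly. In the DNA repair, synthetase, transporter and receptor lists, 0 members passed that test by limma, and at an unadjusted p under 0.05 there were 0, 1, 2 and 10. The DNA repair list had a median difference of -0.34 for *E. faecalis* against *E. faecium* (camera, adjusted p = 1.99e-06, and adjusted p = 0.749 with an estimated correlation). The synthetase list had a median of -0.12 (adjusted p = 0.0136, and adjusted p = 0.749 with an estimated correlation). Oocyte and germline markers moved the same way: the median of 30 such genes was -0.39 (adjusted p = 8.32e-05, and adjusted p = 0.749 with an estimated correlation). By name and single probe set, 158 genes passed on *E. faecalis* alone and 136 on *E. faecium* alone. Gene ontology terms were not analysed here, and the lists were fixed in their place.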

Using gene ontology term enrichment (Fig. 4C), we detected that the genes exclusively regulated by *E. faecalis* (and not *E. faecium*) revealed an enrichment in genes associated with amino acid transmembrane transport, lipid transport, steroid hormone mediated signaling, and a defense response (S4 Table), while transcripts exclusively regulated by *E. faecium* were enriched in genes associated with RNA interference, DNA biosynthesis and DNA repair, tRNA aminoacylation for protein translation, and the response to stress (S5 Table).

We hypothesized that genes regulated in response to infection by disparate pathogens may be responding to a shared facet of the infection process, such as signals indicative of host damage. Comparing the datasets of previously published transcriptional profiling with our datasets revealed a significant overlap between the genes regulated by both enterococci and three other pathogens (S4 Fig), *S. aureus* (S6 Table), *P. aeruginosa* (S7 Table), and even the fungal pathogen *C. albicans* (S8 Table).

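6 genes belong to the paper's sets shared by both enterococci and each of the 3 other pathogens, and all 6 fell on both enterococci. *T05E12.6*, an uncharacterized gene, fell by 3.79 ± 0.39 on *E. faecalis* (adjusted p = 1.94e-04) and by 3.78 ± 0.39 on *E. faecium* (adjusted p = 2.16e-04). Its 2 probe sets also fell on the live food *B. subtilis*, by 2.76 and 2.49. *hphd-1*, an enzyme gene of propionate breakdown, fell by 2.25 ± 0.26 (adjusted p = 4.28e-04) and by 2.36 ± 0.26 (adjusted p = 3.34e-04), and *pmp-5*, a peroxisomal transporter gene, fell by 2.82 ± 0.31 and by 2.85 ± 0.31. *ech-6*, an enoyl-CoA hydratase gene, fell by 1.68 ± 0.12 and by 1.54 ± 0.12, and *ugt-18*, a glucuronosyltransferase gene, fell by 2.28 ± 0.31 and by 3.24 ± 0.31. The last of the 6 is *acdh-1*. In the paper's tables *ugt-18* is higher on *S. aureus* and on *P. aeruginosa*, opposite to its direction on the enterococci. Of the 26 probe sets that the paper's table gives for both enterococci and *S. aureus*, 22 passed here on both, 7 higher and 15 lower. For *P. aeruginosa* 29 of 39 did, 5 higher and 24 lower, and for *C. albicans* 63 of 88 did, 14 higher and 49 lower. The paper's tables give the other pathogen the direction of both enterococci in 24 of 26, 28 of 39 and 83 of 88 of these probe sets. The arrays of the 3 other pathogens were not analysed here. These sets were chosen by the study on the same arrays and are not independent evidence of direction.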

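The C-type lectin gene *clec-60* was 20.4-fold higher on *E. faecalis* than on *E. faecium*, a log2 difference of 4.35 ± 0.29 (adjusted p = 2.24e-05). The neighbouring uncharacterized genes *H02F09.3* (chromosome X, 1568677 to 1573060 of WBcel235) and *H02F09.2* (chromosome X, 1572249 to 1574010) were higher by 4.16 ± 0.25 and 3.22 ± 0.21 (adjusted p = 2.24e-05 for each). The F-box gene *fbxa-157* had a log2 intensity of 8.53 ± 0.13 (SD, n = 3) on *E. faecalis* and 6.29 ± 0.18 (SD, n = 3) on *E. faecium*, and was higher by 2.24 ± 0.15 (adjusted p = 2.33e-05). The lectin gene *clec-82* was higher by 1.59 ± 0.21 (adjusted p = 0.00911) and *Y54G2A.37*, an uncharacterized gene, by 2.19 ± 0.36 (adjusted p = 0.0331). *hrg-3*, whose product carries heme between tissues, had a log2 difference of -1.94 ± 0.35 (adjusted p = 0.0498), with 5.69 ± 0.62 (SD, n = 3) on *E. faecalis* and 7.63 ± 0.60 (SD, n = 3) on *E. faecium*. Of 9 heme-responsive genes it alone passed, and the list's median was -0.52 (camera, adjusted p = 1.91e-06, and adjusted p = 0.416 with an estimated correlation). In total 34 probe sets passed, 32 higher on *E. faecalis* and 2 higher on *E. faecium*, *hrg-3* and a probe set with no gene name. The higher ones include *C50F7.5* at 3.48 ± 0.61 (adjusted p = 0.0498) in 1 of its 3 probe sets, of which the lowest was at 0.36. Relative to heat-killed *E. coli*, the one that passed was at 1.06 on *E. faecalis* (adjusted p = 0.335) and fell by 2.42 on *E. faecium* (adjusted p = 0.0374). The kinase gene *mek-5* was higher by 1.69 and *faah-1*, a fatty acid amide hydrolase gene, by 1.6. Also higher were 9 probe sets for *H28G03.5* and *Y57E12AL.3*, both annotated as pseudogenes. These are of a type that the manufacturer marks as shared between similar transcripts. *F55G1.15*, *kola-1*, *srd-53*, *Y18D10A.23*, *C49A9.5*, *srap-1*, *cav-2*, *F35B12.9* and *Y51H4A.8* were higher by 1.01 to 1.83. *F55G1.15* passed in 1 of its 2 probe sets, and the other was at 0.99. *H43E16.1* was higher by 2.13 in 1 of its 2 probe sets, while its other one was at 1.03 (adjusted p = 0.301). With 1 probe set per gene 17 passed, and without *E. faecalis* replicate 1 the count was 58. The count was 13 without *E. faecalis* replicate 3 or without *E. faecium* replicate 1, 20 without *E. faecium* replicate 2, 18 without *E. faecium* replicate 3 and 22 without *B. subtilis* replicate 1. Over all the alternatives it ran from 10, with only the 2 groups compared, to 265, with array weights. *hrg-3* kept its call in 9 of 35 alternatives and *Y54G2A.37* in 18 of 35, while *clec-60*, *H02F09.3*, *H02F09.2* and *fbxa-157* kept theirs in all 35.

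**Figure D2:**
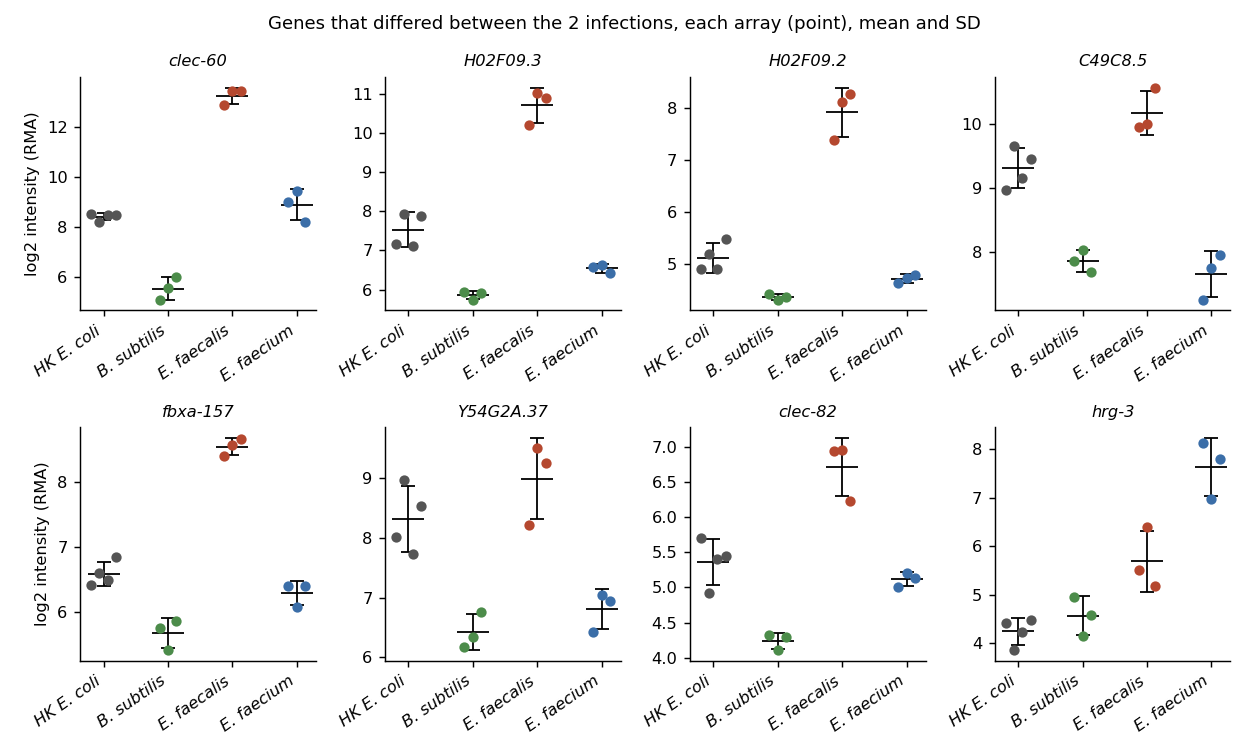
Log2 intensity of 8 genes on each array (points), with the mean and SD of each food, for heat-killed *E. coli* (4 arrays) and for *B. subtilis*, *E. faecalis* and *E. faecium* (3 arrays each). *clec-60* and *H02F09.3* stand highest on *E. faecalis*, while *hrg-3* stands at 7.63 on *E. faecium* against 5.69 on *E. faecalis*.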

When we directly compared the arrays from *C. elegans* infected with *E. faecalis* to those infected with *E. faecium*, we noted 18 Affymetrix probes for *C. elegans* transcripts that were more highly expressed in the *E. faecalis* infection relative to *E. faecium*, including the C-type lectins *clec-60* and *clec-82*, a number of hypothetical proteins (*e.g*., *H02F09.2, H02F09.3, C49C8.5*, and *Y54G2A.37*), and an F-box A protein (*fbxa-157*); only one transcript, the heme responsive gene *hrg-3*, was more highly expressed by *C. elegans* infected with *E. faecium* relative to *E. faecalis* (S9 Table). We reasoned that genes induced more highly in infection by *E. faecalis* than *E. faecium* may be responsive to the virulence of the infection. To address this issue, we compared the set of genes regulated by *E. faecalis* infection (relative to *E. faecium*) (S9 Table), to the set of genes differentially regulated by *Microbacterium nematophilum*, a *C. elegans*-specific Gram-positive bacterial pathogen, relative to an avirulent *M. nematophilum*, as this gene set may also include genes that are part of a “virulence signature”. This comparison yielded a small but statistically-significant overlap of three Affymetrix probes to two genes, *clec-60* and C49C8.5 (p = 2.27 × 10^−7^, S10 Table).

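*clec-60* (chromosome II, 10480043 to 10481874 of WBcel235) was raised above the heat-killed *E. coli* level on *E. faecalis* alone of the 2 infections. Its log2 intensity was 8.42 ± 0.13 (SD, n = 4) on heat-killed *E. coli*, 13.24 ± 0.32 (SD, n = 3) on *E. faecalis* and 8.89 ± 0.62 (SD, n = 3) on *E. faecium*, where the change of 0.46 ± 0.27 did not pass (adjusted p = 0.356). *C49C8.5* (*fdr-1*; chromosome IV, 8648666 to 8653664) differed in another way. It fell by 1.66 ± 0.21 on *E. faecium* (adjusted p = 0.00103), and on *E. faecalis* its change of 0.86 ± 0.21 (adjusted p = 0.0413) was under 2-fold. Between the 2 infections its 2 probe sets differed by 3.02 ± 0.32 (adjusted p = 0.00159) and 2.53 ± 0.23 (adjusted p = 4.43e-04). On the live food *B. subtilis* these 2 probe sets fell by 1.74 and 1.46 relative to heat-killed *E. coli* (adjusted p = 0.00708 and 0.00268). There *clec-60* fell by 2.87 ± 0.27 (adjusted p = 9.68e-05). In the paper's S10 Table both genes have opposite signs for *E. faecalis* against *E. faecium* and for virulent against avirulent *M. nematophilum*. The *M. nematophilum* arrays were not analysed here. From the higher level of such genes on *E. faecalis* than on *E. faecium*, the paper reasons that they could respond to the virulence of the infection.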

### Immune pathways are activated by and required for defense against E. faecalis and E. faecium

To validate the set of differentially-expressed genes identified by Affymetrix GeneChip^©^ technology, we designed a 72-gene “CodeSet” for the multiplexed NanoString nCounter® gene expression analysis system [22] that included genes activated or repressed exclusively by *E. faecalis* (13 genes), exclusively by *E. faecium* (7 genes), or both (47 genes) compared to heat-killed *E. coli*-fed controls, along with 5 “housekeeping” control genes. 

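On *E. faecalis*, 18 of the 19 CodeSet genes named in the text rose. *W03D2.6*, annotated as a pseudogene, had a log2 fold change of 3.50 ± 0.37 (adjusted p = 2.03e-04), and *mpk-2*, a MAP kinase gene, rose by 3.45 ± 0.66 (adjusted p = 0.0108). *far-7*, a gene for a fatty acid and retinol binding protein, rose by 3.07 ± 0.44 (adjusted p = 0.00201), and the aquaporin gene *aqp-1* by 2.22 ± 0.27 (adjusted p = 5.78e-04). On *E. faecium*, 10 of the 19 rose, with *Y40B10A.6* (*comt-4*), a catechol methyltransferase gene, at 3.63 ± 0.52 (adjusted p = 0.00222), the heme transporter gene *hrg-1* at 2.77 ± 0.32 (adjusted p = 4.47e-04) and *hrg-4* at 2.15 ± 0.25 (adjusted p = 5.67e-04). Adjusted over the list alone, 18 rose and 1 fell on *E. faecalis*, and 12 rose and 1 fell on *E. faecium*. On *E. faecium* *mpk-2* was at 0.36 ± 0.66 (adjusted p = 0.783) and *far-7* at 1.57 ± 0.44 (adjusted p = 0.071), and the differences between the infections, 3.09 and 1.50, did not pass (adjusted p = 0.149 and 0.516). *T24B8.5*, a reporter gene of the p38 pathway, was at -2.11 ± 0.59 on *E. faecalis* (adjusted p = 0.0666) and -1.74 ± 0.59 on *E. faecium* (adjusted p = 0.127). The list was chosen by the study on these arrays, so its direction is not independent evidence. With the preset correlation its adjusted p was 4.57e-25 on *E. faecalis* and 1.14e-09 on *E. faecium*, and the adjusted p was 0.0556 and 0.387 with an estimated correlation. Of the housekeeping genes, *snb-1*, *ama-1*, *tba-1* and *pmp-3* changed by 0.12, 0.08, -0.01 and -0.15 on *E. faecalis* and by -0.15, 0.02, 0.22 and 0.05 on *E. faecium*, and 0 of 4 passed on either species by limma (0 adjusted over the list alone, and 0 at an unadjusted p under 0.05). *act-1* has no probe set of its own among those tested.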

Even though the three different biological replicates tested in the NanoString experiment were a different set of biological replicates from those prepared for the Affymetrix microarray experiment, we observed an excellent concordance between the two experiments, for both *E. faecalis*- and *E. faecium*-induced genes (S5 Fig).

We used the NanoString CodeSet to investigate whether *Enterococcus*-induced genes are regulated by known immune-related pathways by profiling wild-type *C. elegans*, as well as mutants deficient in *pmk-1, bar-1*, or *fshr-1*, each infected with *E. faecalis* or *E. faecium* (Fig. 5A). These NanoString experiments led to four major conclusions. First, we found that the expression profiles of the 72 genes represented by the NanoString CodeSet in the different immune mutants were very similar for both *E. faecalis* and *E. faecium* (S6 Fig). This was at least partially expected given that the CodeSet was populated with some of the most highly upregulated and downregulated genes identified following *E. faecalis* or *E. faecium* infection, many of which overlapped between the two enterococcal species.

**Figure 5.**
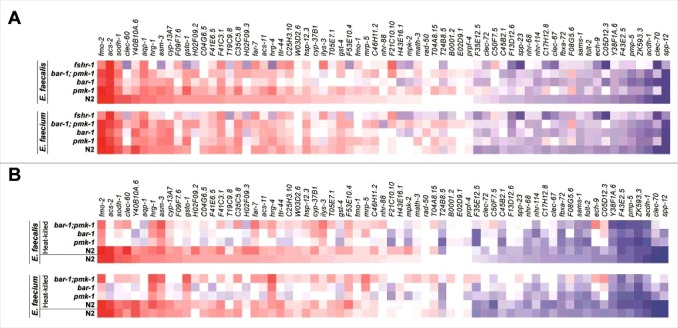
Induction of *Enterococcus*-activated genes through known *C. elegans* immune pathways and by heat-killed bacteria. (A) Heat-map of *Enterococcus*-activated genes in wild-type N2 worms or immune pathway mutant worms (*pmk-1*(km25), *bar-1*(ga80), *pmk-1*(km25)*;bar-1*(ga80), and *fshr-1*(ok778)), during infection with *E. faecalis* (top panel) or *E. faecium* (bottom panel). The heat-map reflects data from 2–3 biological replicates for each mutant analyzed. (b) Heat-map of *Enterococcus*-activated genes in wild-type N2 or immune pathway mutant worms, after 8 hours of exposure to heat-killed *E. faecalis* (top panel) or heat-killed *E. faecium* (bottom panel). For comparison, induction in N2 wild-type worms by live *E. faecalis* or *E. faecium* is shown in the bottom row of each panel. The heat-map reflects data from 2–3 biological replicates for each mutant analyzed. Genes are ordered by their degree of induction on *E. faecalis* in N2 worms, from red (most highly upregulated) to blue (most highly downregulated).

Second, the disruption of each of the three immune pathways hampered the induction of at least some of the *Enterococcus*-activated genes. Most strikingly, the *fshr-1* mutation abrogated expression of *clec-60, Y40B10A.6, hrg-1, asm-3, gsto-1, H02F09.2, hrg-4, W03D2.6*, and *cyp-37B1*, among a number of other genes, which was unexpected, because *fshr-1* was first identified as a regulator of a set of *P. aeruginosa* response genes, some of which are co-activated downstream of PMK-1 [17], and was not previously thought to play an important role in the response to Gram-positive bacterial pathogens.

Third, mutation of none of the *pmk-1, fshr-1*, or *bar-1* immune pathways abrogated the induction of all the *Enterococcus*-activated genes, though removal of any one of the pathways affected the induction of at least some of the *Enterococcus*-activated genes. Moreover, it appeared that wild-type expression of some genes (*e.g., clec-60, F09F7.6, T19C9.8, H02F09.2, H02F09.3*, and *T24B8.5*) depended at least in part on multiple pathways.

Fourth, some of the most highly upregulated genes in the *E. faecalis* infection appear to be negatively regulated by the *pmk-1, fshr-1*, and *bar-1* pathways (*e.g*., *clec-60, T19C9.8*, and *ilys-3*).

A separate NanoString experiment showed that the *pmk-1, fshr-1*, and *bar-1* pathways regulate *Enterococcus*-activated genes in the absence of pathogen attack (*i.e*., at steady state, when worms were only fed heat-killed *E. coli* OP50) (S7 Fig).

### Live and dead enterococci elicit similar gene expression profiles

Given the similarities between the *C. elegans* host response to *E. faecalis* and *E. faecium* infection, we hypothesized that the response might be driven by the perception of shared MAMPs between the two enterococcal species. To test this hypothesis, we used the NanoString CodeSet to compare the gene expression profile of N2 wild-type *C. elegans* fed heat-killed *E. faecalis* or *E. faecium* to that of N2 wild-type *C. elegans* fed live *E. faecalis* or *E. faecium*, respectively. The rationale for this experiment was that MAMPs are typically heat-stable components of microbial cell walls. Consistent with this hypothesis, we found the gene expression profiles elicited by live or dead *E. faecalis*, or live or dead *E. faecium*, to be extremely similar (Fig. 5B, bottom two rows of the upper and lower panels). Moreover, the induction of these genes by heat-killed *E. faecalis* or *E. faecium* was dependent on the immune regulators PMK-1 and BAR-1. Although the gene expression profiles of N2 worms fed live or heat-killed bacteria (*E. faecalis* or *E. faecium*) were highly correlated, the immune mutants clustered more closely based on whether they were exposed to heat-killed or live enterococci (S6 Fig), suggesting that there may be some conserved features of the response to heat-killed versus live Enterococci that are independent of the particular immune mutants.

Together, these gene expression profiling experiments show that *C. elegans* responds transcriptionally to live and dead *Enterococcus* similarly, and that full induction of these *Enterococcus*-activated genes are dependent upon known immune pathways. These results suggest that the perception of and response to *Enterococcus* is mediated by conserved heat-stable moieties, potentially including MAMPs synthesized by *E. faecalis* and *E. faecium*.

### *Enterococcus*-activated effectors are induced by both species, but are regulated by different pathways

From the gene ontology analysis (Fig 4C), we noted that genes related to RNA interference were enriched among the genes exclusive to the *E. faecium* infection signature. To test the importance of these genes in the host transcriptional response to *E. faecium*, we knocked down four RNAi-related genes that were differentially upregulated in the *E. faecium* infection signature: *dcr-1* (Dicer), *drh-3* (Dicer-related helicase-3), *drsh-1* (Drosha), and *rde-1* (one of the 27 *C. elegans* argonaute proteins). 

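*dcr-1* (chromosome III, 8071967 to 8080281 of WBcel235), which encodes Dicer, rose on *E. faecium* from 7.16 ± 0.07 (SD, n = 4) to 9.05 ± 0.56 (SD, n = 3), a log2 fold change of 1.89 ± 0.47 (adjusted p = 0.0441). The argonaute gene *rde-1* (chromosome V, 9987916 to 9991642) rose from 8.34 ± 0.28 (SD, n = 4) to 9.62 ± 0.41 (SD, n = 3), by 1.28 ± 0.31 (adjusted p = 0.0411). *drsh-1* (chromosome I, 9781324 to 9785724), which encodes Drosha, was at 1.29 ± 0.36 (adjusted p = 0.0657), and the helicase gene *drh-3* (chromosome I, 7820831 to 7826378) at 1.19 ± 0.33 (adjusted p = 0.0665), and neither passed. The other probe sets of *rde-1* and *drsh-1* were at 1.15 and 0.69 on *E. faecium* and did not pass. On *E. faecalis* the 4 genes were at 1.40 ± 0.47, 0.97, 0.90 and 0.86 in the order given (adjusted p = 0.121, 0.108, 0.184 and 0.173). The differences between the infections, *E. faecalis* against *E. faecium*, were -0.49 ± 0.50 for *dcr-1*, -0.31 ± 0.33 for *rde-1*, -0.39 ± 0.38 for *drsh-1* and -0.33 ± 0.35 for *drh-3*, each with an adjusted p of 0.999. Of 51 genes of small RNA pathways, 6 rose on *E. faecium* (10 adjusted over the list alone). Among them was *prg-2*, a Piwi sequence annotated as a pseudogene, at 1.66 (adjusted p = 0.00673). On *E. faecalis* 3 rose (3 adjusted over the list alone), namely *drh-2* (also annotated as a pseudogene), *nrde-1* and *nrde-2*. The list had a median of 0.34 on *E. faecium* (adjusted p = 4.62e-08, and adjusted p = 0.52 with an estimated correlation) and 0.23 on *E. faecalis* (adjusted p = 6.76e-05, and adjusted p = 0.757 with an estimated correlation). On *B. subtilis* its median was 0.26 (camera, adjusted p = 1.45e-06, and adjusted p = 0.525 with an estimated correlation). Of these genes, 3 passed on *E. faecium* and not on *E. faecalis*, *dcr-1*, *prg-2* and *rde-1* (Fisher's exact test for the list, adjusted p = 0.128). Germline markers moved with them: on *E. faecium* the median of 30 oocyte and germline genes was 0.44 (adjusted p = 3.75e-04, and adjusted p = 0.782 with an estimated correlation). The median of 33 major sperm protein genes was -1.23 (adjusted p = 6.93e-09, and adjusted p = 0.524 with an estimated correlation). The call of *dcr-1* was lost under 17 of 35 alternatives and that of *rde-1* under 15 of 35, whereas *drh-3* and *drsh-1* passed under 7 each.

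**Figure D3:**
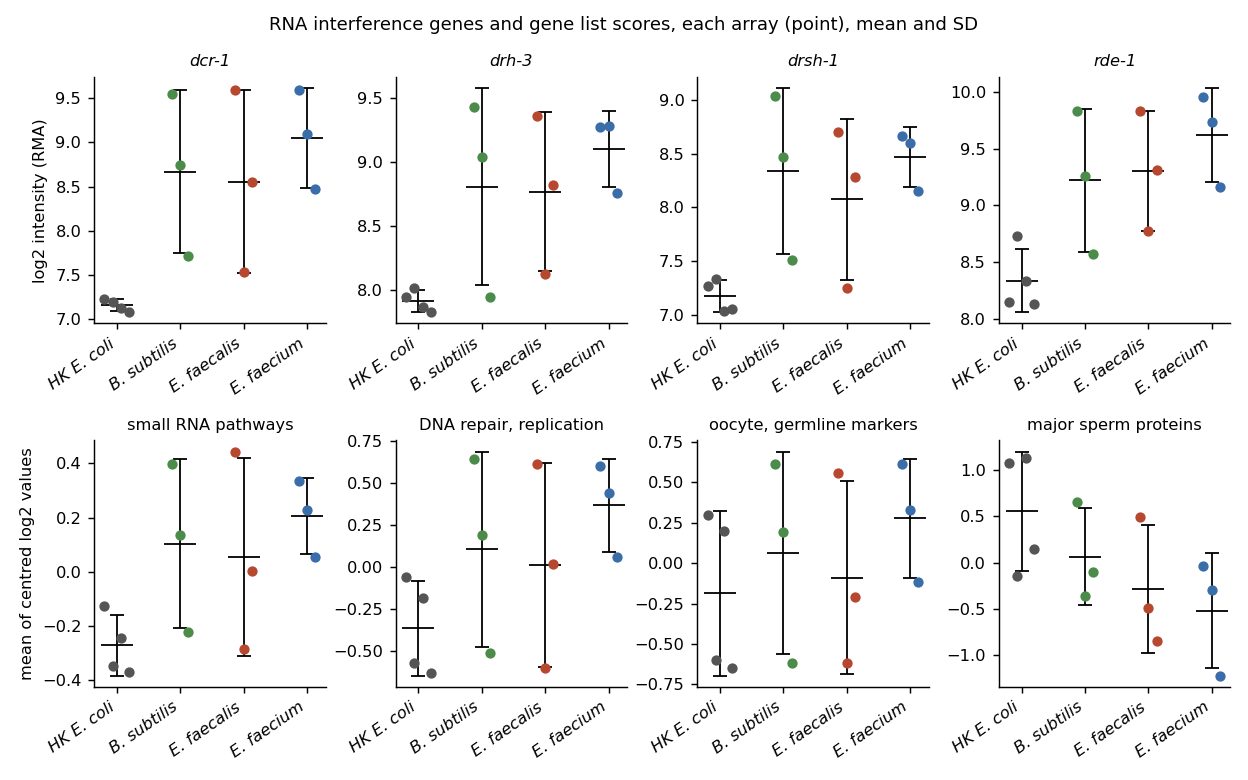
Upper panels, log2 intensity of *dcr-1*, *drh-3*, *drsh-1* and *rde-1*; lower panels, scores of the small RNA, DNA repair, oocyte and germline, and major sperm protein lists (mean of the members' centred log2 values), each array a point with the mean and SD of each food (4 arrays for heat-killed *E. coli*, 3 for each other food). *dcr-1* lies at 9.05 ± 0.56 on *E. faecium* and 8.56 ± 1.03 on *E. faecalis*, and the germline score at 0.28 ± 0.37 on *E. faecium* and -0.19 ± 0.51 on heat-killed *E. coli*.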

Knocking down these genes impaired the induction of a sizable subset of the *Enterococcus*-activated genes represented by the nCounter CodeSet (including *clec-60, aqp-1, far-7, H02F09.2, H02F09.3, H43E16.1, mpk-2, asm-3, F09F7.6*, and *C25H3.10*) following infection with *E. faecium*, but not *E. faecalis* (Fig. 6A, left two panels). Additionally, these small RNA pathway-related genes regulate the basal expression of the tested *Enterococcus*-activated genes when worms were feeding on *E. coli* OP50 (S8 Fig). To evaluate the role of the small RNA processing machinery in defense against *Enterococcus*, we knocked down the same four RNAi-related genes and then assayed for susceptibility of the worms to either *E. faecalis* or *E. faecium*. Worms deficient in either *dcr-1* or *drsh-1* exhibited enhanced susceptibility to *E. faecalis* or *E. faecium*; in contrast, *C. elegans* deficient in *drh-3* and *rde-1* were much more susceptible to *E. faecium* than *E. faecalis* (Fig. 6B). Importantly, knockdown of *drsh-1, drh-3*, and *rde-1* had no effect on lifespan on heat-killed *E. coli* and knockdown of *dcr-1* had only a marginal effect (S8 Fig). These results indicate that the small RNA processing pathway in *C. elegans* is required for defense against *Enterococcus*, but may be differentially required and regulated in defense against the two enterococcal species.

**Figure 6.**
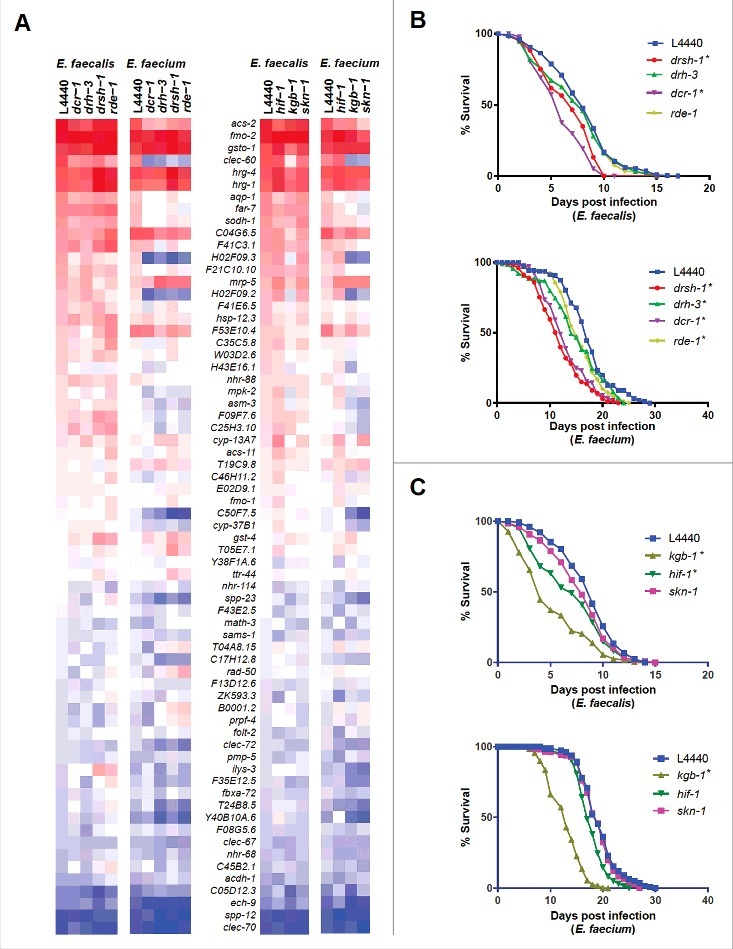
Stress response pathways are required for defense against *Enterococcus*. (a) Heat-map of the fold-changes of *Enterococcus*-activated genes in N2 worms treated with RNAi against *C. elegans* small RNA pathway components (*drsh-1, drh-3, dcr-1* or *rde-1*) (two panels on left) or stress response pathway components (*hif-1, kgb-1*, or *skn-1*) (two panels on right) or vector control (L4440) during infection with *E. faecalis* or *E. faecium* relative to heat-killed *E. coli* control. The heat-map reflects data from 2 biological replicates for each mutant analyzed. (b) Effect of *Enterococcus* infection on the survival of *fer-15*(b26);*fem-1*(hc17) *C. elegans* treated with L4440 vector control, *drsh-1, drh-3, dcr-1* or *rde-1* RNAi. (c) Effect of *Enterococcus* infection on the survival of *fer-15;fem-1 C. elegans* treated with L4440 vector control, *kgb-1, hif-1* or *skn-1* RNAi strains. For (b) and (c), each graph shows the average of three plates for each strain, with each plate containing 30–40 worms. results are representative of 3 independent assays and statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis. Relevant statistically significant survival curves (relative to control) are marked with asterisks.

Because *dcr-1* mutants are compromised in a variety of stress response pathways [23], we also assessed the role of several stress-related regulatory genes in the induction of *Enterococcus*-activated genes. We found that knockdown of the JNK kinase KGB-1 [24] or the transcription SKN-1 [25], or to a lesser extent the transcription factor HIF-1 [26, 27] affected the induction of these genes in response to *E. faecium* but to a much lesser extent in *E. faecalis* (Fig. 6A, right two panels). Furthermore, the expression profiles of the RNAi-deficient worms following *E. faecium* infection were highly correlated to worms deficient in *skn-1* and *kgb-1* (S9 Fig). These stress-related genes also regulate the basal expression of *Enterococcus*-activated genes (S10 Fig), though not to the same degree as the previously examined immune pathways (PMK-1, BAR-1, *etc*.). Worms deficient in *kgb-1*, but not *skn-1* or *hif-1*, showed hypersensitivity to both enterococcal species (Fig. 6C). This was somewhat surprising because *skn-1* appears to play a larger role than *kgb-1* in the induction of the *Enterococcus-*activated genes following *E. faecium* infection. A caveat is that knockdown of *kgb-1* (but not *skn-1* or *hif-1)*, caused a partial decrease in lifespan on heat-killed *E. coli* (S10 Fig). Furthermore, the *skn-1* mutant has previously been shown to be hypersusceptible to *E. faecalis* infection [28, 29], and it is possible that knockdown by feeding RNAi may be generating only a weak “loss of function”. Taken together, these data suggest that canonical stress-response pathways play an important role in the *C. elegans* response to *E. faecium*.

### Nuclear hormone receptors contribute to the differential stress response of *E. faecalis* and *E. faecium*

Although stress-response pathways appear to be selectively required for the induction of immunity-related genes in response to *E. faecium* but not *E. faecalis* (Fig. 6A), only knockdown of *kgb-1* had a significant effect on the susceptibility to *E. faecalis* (Fig. 6C). We therefore reasoned that other pathways related to stress might explain the differential transcriptional response of *E. faecalis* and *E. faecium*. In this regard, we noted that steroid hormone mediated signaling pathway genes were enriched among the genes exclusively regulated by *E. faecalis* (S4 Table), many of which were nuclear hormone receptors (NHRs). 

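Of 223 nuclear hormone receptor genes measured, 7 rose on *E. faecalis* and 2 fell (7 and 2 adjusted over the list alone), and 1 rose and 3 fell on *E. faecium* (1 and 3 adjusted over the list alone). *nhr-101* rose on *E. faecalis* from 5.61 ± 0.61 (SD, n = 4) to 7.07 ± 0.36 (SD, n = 3), by 1.45 ± 0.31 (adjusted p = 0.0214), and *nhr-107* by 1.27 ± 0.24 (adjusted p = 0.01). The other probe set of *nhr-107* was at 0.44 and did not pass. Most of these receptors have no known ligand. The median of the whole family was 0.03 on *E. faecalis* (camera, adjusted p = 0.0328, and adjusted p = 0.757 with an estimated correlation) and -0.04 on *E. faecium* (adjusted p = 0.686). At the adjusted p alone, 15 receptor genes passed on *E. faecalis* and not on *E. faecium*, 12 of them higher (Fisher's exact test, adjusted p = 0.00262). That test takes genes as independent, and with the 2-fold threshold its adjusted p was over 0.05, as given above. By limma, 0 of the receptor genes differed between the infections (10 at an unadjusted p under 0.05), and the family's median difference was 0.06 (adjusted p = 0.00548, and adjusted p = 0.749 with an estimated correlation).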

NHRs comprise a family of transcription factors regulated by small lipophilic hormones and have been demonstrated to regulate gene expression in response to a variety of environmental signals [30]. To assess the role of a panel of the NHRs up- or downregulated by enterococcal infection (relative to heat-killed *E. coli* control) from the microarray data (S4 Table), we examined the survival of *C. elegans* in which these NHRs were mutated or knocked down using feeding RNAi (S11 Fig). 

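*nhr-114* (chromosome V, 4187202 to 4190008 of WBcel235), a regulator of the methionine cycle, fell on both species, from a log2 intensity of 8.99 ± 0.21 (SD, n = 4) to 6.66 ± 0.48 (SD, n = 3) on *E. faecalis* and 6.42 ± 0.17 (SD, n = 3) on *E. faecium*. The falls were by 2.32 ± 0.22 (adjusted p = 9.54e-05) and by 2.57 ± 0.22 (adjusted p = 5.34e-05). *nhr-144* (chromosome V, 8975698 to 8977465, annotated as a pseudogene) rose on both, from 5.65 ± 0.40 (SD, n = 4) to 6.89 ± 0.29 (SD, n = 3) and 6.78 ± 0.07 (SD, n = 3), by 1.24 ± 0.20 (adjusted p = 0.00431) and 1.13 ± 0.20 (adjusted p = 0.00956). The differences between the infections were 0.25 ± 0.23 for *nhr-114* and 0.11 for *nhr-144*, each with an adjusted p of 0.999. *nhr-68*, which acts with *nhr-114* in metabolism, fell by 2.04 ± 0.37 (adjusted p = 0.00789) and by 2.22 ± 0.37 (adjusted p = 0.00561). *nhr-97* fell on *E. faecium* by 1.11 ± 0.23 (adjusted p = 0.019), and on *E. faecalis* it was at -0.88 ± 0.23 (adjusted p = 0.0482), under 2-fold. Its other probe set was at -0.74 on *E. faecium* and did not pass. *nhr-212*, *nhr-193* and *nhr-62* rose on *E. faecalis* by 1.24 ± 0.30, 1.18 ± 0.24 and 1.02 ± 0.24 (adjusted p = 0.0362, 0.0152 and 0.0359). On *E. faecium* these 3 were at 0.86, 0.70 and 0.56 and *nhr-101* at 1.03 (adjusted p = 0.134, 0.132, 0.219 and 0.0913), and 0 of the 4 differed between the infections by limma (adjusted p = 0.999 for each; 0 of the 9 at an unadjusted p under 0.05). *nhr-88* was at 0.13 and -0.20 by its brightest probe set, while another of its 4, of the type marked as shared between similar transcripts, rose on *E. faecalis* by 1.31 (adjusted p = 0.00617) and was at 0.56 on *E. faecium* (adjusted p = 0.19). Read by the brightest probe set, 5 of the 9 receptors rose and 2 fell on *E. faecalis* (5 and 2 adjusted over the list alone), and 1 rose and 3 fell on *E. faecium* (2 and 3 adjusted over the list alone). The medians of the 9 were 1.02 and 0.56 while their means were 0.11 and -0.20. They were chosen by the study on these arrays, which is not independent evidence of their direction.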

Among the NHRs tested, we identified two, which when knocked down, exhibited opposite phenotypes following infection with *E. faecalis* or *E. faecium*: loss of function of *nhr-114* or knockdown of *nhr-144* led to increased susceptibility to *E. faecalis* infection (Fig. 7A and B, left), whereas loss of function of *nhr-114* had no effect on resistance to *E. faecium*, and knockdown of *nhr-144* led to modest but significant resistance to *E. faecium*, relative to worms fed an *E. coli* vector control (Fig. 7A and B, right). Importantly, loss of function of either NHR had no statistically significant effect on longevity on heat-killed *E. coli* (S12 Fig). These data suggest that nuclear hormone receptors and their downstream signaling partners may be playing an important role in immunity.

**Figure 7.**
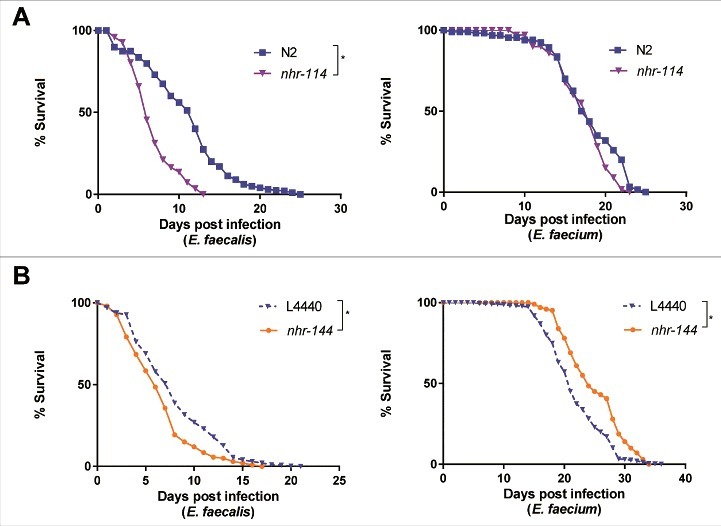
Nuclear hormone receptors are required for defense against *Enterococcus*. (a) Effect of *E. faecalis* and *E. faecium* infection on the survival of wild-type N2 and *nhr-114*(gk849). (b) Effect of *E. faecalis* and *E. faecium* infection on *fer-15*(b26);*fem-1*(hc17) *C. elegans* treated with L4440 vector control or *nhr-144* RNAi. Results are representative of 2 independent assays. Each graph shows the average of three plates for each strain, with each plate containing 30–40 worms. Relevant statistically significant survival curves (relative to control) are marked with asterisks and a bracket. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

### Prior exposure of *C. elegans* to heat-killed *Enterococcus* confers *E. faecalis* resistance

Because heat-killed *E. faecalis* or *E. faecium* are not pathogenic but induce a similar transcriptional response to live *E. faecalis* or *E. faecium*, we reasoned that pre-exposure of *C. elegans* to either heat-killed *E. faecalis* or *E. faecium* might render worms more resistant when subsequently challenged by a later *E. faecalis* infection, as hormeotic conditioning that protects from subsequent lethal infection has been described previously in worms [31–33]. We exposed *C. elegans* to heat-killed *E. coli, E. faecalis*, or *E. faecium*, or to live *E. faecalis* or *E. faecium* for eight hours, after which these “pre-exposed” worms were transferred to a lawn of live *E. faecalis* (Fig. 8). Indeed, conditioning with heat-killed *E. faecalis* afforded a statistically significant level of resistance to *E. faecalis* (34% increase in mean lifespan with heat-killed *E. faecalis* treatment vs. heat-killed *E. coli*, p = 0.04). Pre-treatment with heat-killed *E. faecium* also appeared to render *C. elegans* somewhat more resistant (32% increase in mean lifespan vs. heat-killed *E. coli*, p = 0.08). However, pre-treatment with either *B. subtilis* or *S. aureus*, alive or heat-killed, conferred no protection (S13 Fig). Furthermore, the extension in lifespan by pre-treatment with heat-killed *E. faecalis* was not conferred transgenerationally (S13 Fig). Although these data suggest that heat-killed *E. faecalis* and *E. faecium* elicit a potentially protective, pathogen-specific defense response that renders *C. elegans* modestly more resistant to subsequent infection with live *E. faecalis*, it is not clear whether this preconditioning induces a generalized protective stress response or a specific immune-driven response.

**Figure 8.**
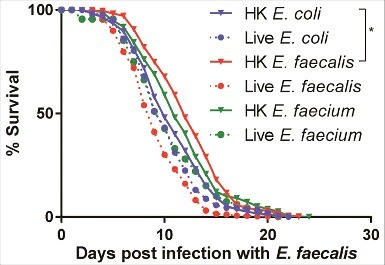
Pre-exposure to heat-killed *Enterococci* protects against subsequent infection with live *E. faecalis*. Survival of *fer-15*(b26)*;fem-1*(hc17) worms exposed to 8 hours of heat-killed bacteria (*E. coli, E. faecalis*, or *E. faecium*) or live bacteria (*E. faecalis* or *E. faecium*) and then transferred to live *E. faecalis*. Each graph shows the average of three plates for each condition, with each plate containing 30–40 worms. Results are representative of 2 independent assays. Statistically significant (*p*<0.05) survival curves that were increased in resistance (relative to HK *E. coli*) are marked with an asterisk and bracket. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Discussion

Previously published work from our laboratory showed that when *C. elegans* feed exclusively on either *E. faecalis* or *E. faecium*, large numbers of bacterial cells accumulate in the *C. elegans* intestine, which becomes grossly distended. However, only *E. faecalis* kills the worms, suggesting that *C. elegans* can normally tolerate a significant *E. faecium* intestinal infection and that distention of the intestinal lumen and packing with bacteria per se does not necessarily impact worm longevity. Here we extended these initial observations by transmission electron microscopic ultrastructural imaging, which showed that both *E. faecalis* and *E. faecium* pack the intestinal lumen. However, whereas the majority of *E. faecalis* cells appear to be viable since they stain darkly in the TEM images, a significant fraction of the *E. faecium* cells appear to be nonviable. This correlates with the observation that there are about 5 times as many *E. faecalis* cells that accumulate in individual worms and that can form colonies compared to *E. faecium* cells. Compared to wild-type worms, *pmk-1* immuno-deficient worms accumulate several fold more viable *E. faecium* cells, which correlates with the observation that the *pmk-1* mutant is killed by *E. faecium* whereas wild-type worms are tolerant to the infection. On the other hand, although the *pmk-1* mutant is also more susceptible to killing by *E. faecalis* than wild-type worms, the bacterial load is about the same. The simplest explanation of these data is that *C. elegans* tolerates an *E. faecium* load of ∼3 × 10^4^ cells/worm in a *pmk-1*-dependent manner without impairing worm longevity. In *pmk-1* mutant worms, *E. faecium* accumulates to about a 5-fold higher level than in wild-type worms, which negatively impacts worm longevity. The higher bacterial load in an *E. faecalis* infection than in an *E. faecium* infection correlates with a more severe decrease in longevity. The reason that *E. faecalis* does not accumulate to higher titers in a *pmk-1* mutant than in wild type may be that the intestine simply cannot accommodate any additional bacterial cells.

We also show by transmission electron microscopic ultrastructural imaging that intestinal distention, even late in infection, appears to occur in the absence of any extensive host damage, even though *E. faecalis* kills the worms. In contrast, previous ultrastructural studies have shown that *C. elegans* lethality caused by *P. aeruginosa* and *Staphylococcus aureus* is accompanied by severe host cellular damage [1]. 

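Of the 275 probe sets that rose on *E. faecalis*, 133 also rose on *E. faecium*, a share of 48.4% (95% exact binomial interval 42.3 to 54.4, which treats probe sets as independent). Probe sets for all 5 heme-responsive genes that rose on *E. faecalis* are among them, namely those of *hrg-1*, *hrg-3*, *hrg-4*, *hrg-7* and the heme exporter gene *mrp-5*. 6 MATH domain genes, *math-3*, *math-14*, *math-26*, *math-27*, *math-35* and *math-37*, also rose on both species. Of these, *math-3*, *math-26* and *math-27* (annotated as a pseudogene) are neighbours on chromosome II. Their probe sets are of the type marked as shared between similar transcripts, so they may not be separate measurements. Probe sets that rose on *E. faecalis* and did not pass on *E. faecium* include those of *clec-60*, *mpk-2* and *ilys-3*. Of the 150 probe sets that fell on *E. faecalis*, 66.0% also fell on *E. faecium*. The share of higher probe sets was 30.7% without *E. faecium* replicate 2 and 36.7% without the controls 1 and 4, and it reached 56.5% without *E. faecalis* replicate 2.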

Despite the fact that neither *E. faecalis* nor *E. faecium* caused any obvious host damage, genome-wide transcriptional profiling showed that both enterococcal species elicited a relatively robust immune response and that 45% of the *C. elegans* genes differentially upregulated by *E. faecalis* infection relative to the heat-killed *E. coli* control were also differentially upregulated by *E. faecium*.

Testing a subset of 67 genes differentially regulated by *E. faecalis, E. faecium* or both using nanoString analysis showed that heat-killed *E. faecalis* and heat-killed *E. faecium* elicited most of the same genes as live *E. faecalis* (Fig. 5B). These experiments suggest that the primary immune response elicited by *E. faecalis* and *E. faecium* is not activated by host damage but rather by heat-resistant pattern recognition molecules, although it is formally possible that heat-killed Enterococci may induce a DAMP-triggered response in the *C. elegans* intestine. Even though *C. elegans* – pathogen interactions have been studied now for almost 20 years, it is not known what bacterial MAMPs, if any, are recognized by *C. elegans*, or what, if any, PRRs exist in the *C. elegans* genome to detect pathogens. Previous studies using *Candida albicans* or *S. aureus* showed that the heat-killed pathogen induced many of the same *C. elegans* genes as a live infection. In contrast, in the case of *P. aeruginosa* live bacterial cells are required to elicit a *C. elegans* immune response that is proportional to the killing ability of the *P. aeruginosa* strain [1,6). Further studies showed that host cellular damage such as that caused by the inhibition of protein synthesis by *P. aeruginosa* exotoxin A was sufficient to elicit a robust immune response [6,7,11].

Consistent with the conclusion that heat-killed *E. faecalis* elicits a similar transcriptional response as live *E. faecalis*, preconditioning worms with heat-killed *E. faecalis* for just 8 hours was sufficient to extend host survival by 1.5 days following subsequent *E. faecalis* infection. This is a relatively modest shift in lifespan, but in the wild may afford the worms an evolutionary advantage to escape, survive, and lay more eggs. Hormeotic conditioning in *C. elegans* has been described previously in response to exposure to either pathogenic or avirulent strains of *E. coli –* which induce slightly different, although somewhat overlapping, protective immune responses – prior to infection with entero-pathogenic *E. coli* (EPEC) [32]. Other studies have shown that pre-exposure of *C. elegans* to the probiotic bacterium *Lactobacillus acidophilus* enhanced Gram-positive, but not Gram-negative, immune responses in the host [33]. Additionally, pre-treatment of *C. elegans* with *E. faecium*, but not *E. coli* or *B. subtilis*, appears to promote pathogen tolerance through secreted *E. faecium* peptidoglycan hydrolase SagA in a *tol-1* dependent manner [35]. Though *E. faecium* does not appear to promote pathogen tolerance to *E. faecalis* in our studies, this may be because the TOL-1 immune pathway is more important in the *S. typhimurium* defense response than in *E. faecalis*.

Importantly, even though *E. faecium* does not kill wild-type worms, mutating previously described immune or stress response signaling pathways allows *E. faecium* to kill the worms, demonstrating that *E. faecium* is a weak *C. elegans* pathogen. In other words, the activation of canonical immune and stress response pathways in wild type worms make them tolerant to an *E. faecium* infection.

Interestingly, we observed that the maximal lifespan of *C. elegans* fed live *E. faecium* was considerably longer that the lifespan of worms fed heat-killed *E. faecalis* (30 vs. 20 days) (compare Fig. 2B and Fig. 2C). One potential explanation is that *E. faecalis* makes a heat stable toxin that contributes to worm killing, whereas *E. faecium* does not. If *E. faecalis* makes such a toxin, its ability to kill would have to be PMK-1-independent, since wild-type and *pmk-1* mutant worms have the same lifespans on heat-killed *E. faecalis* (20 days) (Fig. 2C). Moreover, the presumptive toxin could not be primarily responsible for the bulk of the immune gene induction shared between the *E. faecalis* and *E. faecium* infection gene signatures, since *E. faecium* presumably does not make the toxin. It is also possible that such a toxin might be at least partially responsible for the priming effect observed with *E. faecalis*. Heat-stable toxins have previously been explored in *P. aeruginosa* infection of *C. elegans* [36–38], and have been postulated as an explanation for the observation that live and heat-killed *S. aureus* both elicited the expression of a panel of immune response genes [1]. An alternative explanation for the longer lifespan of live *E. faecium* compared to heat-killed *E. faecalis* is that *E. faecium* induces a particularly effective immune response that abrogates killing.

NanoString multiplexed gene expression analysis examining the expression of *E. faecalis* and *E. faecium* activated genes showed that the previously-described PMK-1, FSHR-1, and BAR-1 immune pathways contribute to host defense (Fig. 5) and that these immune and stress response pathways appear to activate many common genes (Figs. 5 and 6). In addition, genetic epistasis analysis showed that the PMK-1 and FSHR-1 and the PMK-1 and BAR-1 pathways appear to act independently of each other (Fig. 2). These data are consistent with previous studies showing that *C. elegans* has several parallel immune pathways that converge upon a set of shared, but nevertheless distinct set of putative immune effectors, presumably allowing *C. elegans* to integrate and fine-tune the defense response to various combination of MAMPs, DAMPs, and other elicitors. The activation of multiple pathways may also act as a safeguard against pathogens that attempt to subvert host defense by targeting an upstream signaling molecule.

One somewhat unexpected finding was that the FSHR-1 signaling pathway is activated by both *E. faecalis* and *E. faecium*, and that FSHR-1 is required for wild-type level of resistance to both pathogens. Another surprising finding was that the infection with *E. faecium* but not *E. faecalis* elicited a change in a variety of immune and stress response genes that appear to be dependent on SKN-1, KGB-1, and small RNA processing. One possible explanation is that in the case of an *E. faecium* infection, FSHR-1 activates a variety of stress and immune genes through the coordinated activity of the small RNA processing pathway, KGB-1, and SKN-1, whereas in *E. faecalis*, FSHR-1 activates these downstream putative effectors independently of the stress pathways.

Taken together, our study sheds new light on how *Enterococcus* infection disrupts host physiology, the differential response of *C. elegans* to *E. faecalis* and *E. faecium*, as well as potential ways in which *C. elegans* recognizes and responds to bacterial infection.

## Materials and methods

### Strains and growth conditions

All *C. elegans* strains were maintained on nematode growth media (NGM) and fed *E. coli* strain OP50, as previously described. The *C. elegans* strains used in this study are wild-type N2 Bristol, *pmk-1*(km25), *fshr-1* (ok778), *pmk-1*(km25); *fshr-1*(ok778), *bar-1*(ga80), *bar-1*(ga80);*pmk-1*(km25), *nhr-68* (gk708), *nhr-101* (gk586), and *nhr-114* (gk849). The *bar-1*(ga80);*pmk-1*(km25) mutant was a gift of Javier Irazoqui and the *pmk-1*(km25); *fshr-1*(ok778) was generated in our lab [17]; all others were obtained from the *Caenorhabditis* Genetics Center. Unless otherwise stated, the *E. coli, E. faecalis, E. faecium*, and *B. subtilis* strains used in this study correspond to strains OP50 [39], MMH594 [40], E007 [12], and PY79 *sigF*::kan (gift of Richard Losick), respectively.

### Nematode killing assays

For all enterococcal killing assays, starter cultures of *E. faecalis* or *E. faecium* strains were prepared from single colonies inoculated into 5 ml of BHI broth and were incubated for 6–8 hours with shaking at 37°C. Afterward, 10 μL of log phase cultures were spread onto 35 mm brain-heart infusion (BHI) agar plates containing 10 μg/ml kanamycin, and incubated at 37°C overnight (16–20 hours) [13]. Before use, the plates were allowed to equilibrate to room temperature. Approximately 40–50 late L4-staged *C. elegans* worms were then transferred from a lawn of *E. coli* OP50 on NGM medium to BHI medium-grown *Enterococcus*, taking care to transfer as little *E. coli* as possible from the maintenance plates to the killing plates. Nematodes were placed outside of the lawn on the bare agar. The plates were then incubated at 25°C, and every 24 hours, worms were examined for viability using a dissecting microscope. Worms that did not respond to a gentle touch with a platinum wire pick to the head, body, and tail were scored as dead. As *E. faecium*-infected-*C. elegans* do not move much when they are near death, even when prodded, special attention had to be paid to head movement and pharyngeal pumping to determine whether the nematodes were alive. Worms that did not move were scored as dead, counted, and picked off the killing plate; worms that died from crawling off the agar were also picked off the plate, but were censored from the assay. Worms that were found to be still moving were scored as alive and were also counted.

Each experimental condition was tested in triplicate. Kaplan-Meier log rank analysis was performed to determine the statistical significance of the difference in survival curves using OASIS [41], an online, publicly available tool that provides Kaplan-Meier estimates and mean/median survival time by based on censored survival data. Bonferroni-corrected p-values ≤ 0.05 were considered statistically significant.

### RNAi feeding experiments

RNAi constructs were obtained from the publicly available Ahringer RNAi library [41]. All clones were verified by sequencing. For RNAi experiments, starter cultures of RNAi expressing *E. coli* HT115 bacterial clones were grown overnight in LB (25 ug/ml carbenicillin and 10 ug/ml tetracycline) at 37°C, followed by further growth for 4–6 hours in a larger volume of LB (carbenicillin) at 37°C. NGM plates containing 5 mM IPTG and 100 μg/ml carbenicillin were then seeded with the double-stranded RNAi-expressing HT115 bacteria [42]. The dsRNA within the bacteria was induced over two days at room temperature, after which L1 worms, synchronized by hypochlorite treatment and L1 arrest [43], were added to the plates. Worms were fed through the L4 stage with dsRNA-expressing bacteria to target genes of interest.

### Defecation assays

N2 or *pmk-1* worms were grown to the L4 stage and were then picked to *Enterococcus* or *E. coli*-seeded plates and incubated at 25°C for 8 or 24 hours. For scoring, worms were then moved to room temperature, allowed to acclimate for 30–60 minutes, and their defecation phenotype was scored by assessing the time between expulsions (which are preceded by posterior and anterior body wall muscle contraction, and the contraction of enteric muscles in a normally regular pattern) [44]. Defecation cycles were also followed in individual L4 worms for 30 consecutive cycles for some experiments. In general, more than 20 worms were scored and experiments were performed in duplicate. The significance of differences in values between conditions was determined using unpaired two-tailed Student t tests, with unequal variance.

### RNA isolation

*C. elegans* N2 wild-type animals were synchronized by hypochlorite treatment and L1 arrested. Arrested L1 worms were allowed to grow on NGM media seeded with OP50 and grown at 20°C until they reached the young adult stage. Young adults were then washed three times in M9W buffer and transferred to BHI (10 µg/ml) plates seeded with heat-killed *E. coli* OP50, live *B. subtilis* PY79, live *E. faecalis* MMH594, or live *E. faecium* E007. Worms were treated as described for the killing assays, with the exception that approximately ∼2,000 worms were plated onto each 10-cm assay plate. After 8 hours at 25°C, the treated worms were washed three times in M9W, resuspended in TRI Reagent (Molecular Research Center, Cincinnati, OH), per the manufacturer's instructions, and frozen at −80°C. Once thawed, total RNA was prepared and then further purified through an RNeasy column (Qiagen). Three independent replicates of each treatment were isolated.

For the multiplexed gene expression profiling studies using NanoString nCounter, the same protocol was followed, except altering the *C. elegans* strain (genotype) or the type of bacteria, depending on the experiment. Two or three independent replicates of each treatment were carried out.

For feeding of *C. elegans* with heat-killed bacteria, bacteria were pelleted by centrifugation, washed thrice in a large excess of M9W, concentrated 25x and incubated at 95°C for 90–120 minutes. The heat-killed bacterial suspension was equilibrated to room temperature before it was added to BHI agar plates and allowed to dry under a sterile hood with heat. Once dry, these plates were allowed to once again equilibrate to room temperature before worms were added to them.

### NanoString nCounter analysis

RNA was analyzed by NanoString nCounter Gene Expression Analysis (NanoString Technologies) using a “CodeSet” designed in consultation with NanoString Technologies that contained probes for 72 *C. elegans* genes of interest. Probe hybridization, data acquisition and analysis were carried out per instructions from NanoString. Each RNA sample was normalized to the housekeeping genes *snb-1, ama-1, act-1, pmp-3*, and *tba-1* using the nSolver Analysis software (NanoString Technologies).

### Transmission electron microscopy

*C. elegans* were fixed overnight at 4°C in 2.5% glutaraldehyde, 1.0% paraformaldehyde in 0.05M sodium cacodylate buffer, pH 7.4 plus 3.0% sucrose. The cuticles were nicked with a razor blade in a drop of fixative under a dissecting microscope to allow the fixative to penetrate. After 1 hour fixation at room temperature, the worms were fixed overnight at 4°C. After several rinses in 0.1M cacodylate buffer, the samples were post-fixed in 1.0% osmium tetroxide in 0.1M cacodylate buffer for one hr at room temp. They were rinsed in buffer and then in double distilled water and stained, *en bloc* in 2.0% aqueous uranyl acetate for 1 hour at room temperature. After rinsing in distilled water, the last rinse was carefully drawn off and the worms were embedded in 2.0% agarose in PBS for ease of handling.

The agarose blocks were dehydrated through a graded series of ethanol to 100%, then into a 1:1 mixture of ethanol:EPON overnight on a rocker. The following day, the agarose blocks were further infiltrated in 100% EPON for several hours and then were embedded in fresh EPON overnight at 60°C. Thin sections were cut on a Reichert Ultracut E ultramicrotome, collected on formvar-coated gold grids, post-stained with uranyl acetate and lead citrate, and viewed in a JEOL 1011 TEM at 80 kV equipped with an AMT digital imaging system (Advanced Microscopy Techniques, Danvers, MA). Transmission electron microscopy studies were carried out at the MGH Microscopy Core, Program in Membrane Biology.

### Colony forming unit assay of bacterial colonization

Infected *C. elegans* were picked onto plain NGM agar plates to allow them to wriggle off any external bacteria and then picked again to another plain NGM agar plate. Afterward, worms were transferred to a 2-ml microcentrifuge tube containing 25 mM tetramisole hydrochloride and 0.01% Triton X-100 in M9W buffer to inhibit expulsion of bacteria from the worm intestine and wash any adherent external bacteria. The infected worms were washed 5–6 times in the abovementioned buffer, and the volume was brought to a total of 250 µl. 200µl of buffer was removed and plated to determine the number of colony forming units outside the worm intestine. Approximately 400 mg of 1.0-mm silicon carbide particles (Catalog no. 11079110sc; Biospec Products, Bartlesville, OK) and 100 µl of M9W buffer containing 20 mM levamisole and 2% Triton were added to each tube, and the tubes were vortexed at maximum speed for one minute to release the bacteria from the worm intestine without impairing bacterial viability. The resulting suspension was serially diluted and plated onto BHI agar plates (Nunc® OmniTray Single-Well Plates, Thermo Scientific Fisher Scientific, Waltham, MA) containing 10 µg/ml kanamycin to enumerate the number of intestinal CFUs per worm.

### Microarray analysis

RNA integrity was confirmed using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) analysis. All samples had an RIN of 10. The RNA samples were hybridized to the Affymetrix *C. elegans* Genome Array GeneChips, following manufacturer protocols, at the Joslin Advanced Genomics and Genetics Core (Boston, MA).  All samples were run in triplicates, except for the heat-killed *E. coli* control, which was run in quadruplicates.

Affymetrix software was used to obtain raw probe-level chip data (.CEL files). Subsequent analysis was performed in the R programming environment following the differential gene expression analysis workflow described in [45]. Background adjustment, quantile normalization and summarization were performed on the .CEL files by Robust Multiarray Averaging (RMA) [46–48]. From this preprocessed data, differentially expressed genes were identified using the Limma (linear models for microarray data) package in R language [49]. Genes of low median intensity (< 10th percentile) were filtered and adjusted P-values were calculated using the Benjamini and Hochberg (BH) method. A log fold change > 1.0 and BH-adjusted P < 0.05 was used as a threshold to determine pathogen- or treatment-specific gene signatures. An identical analysis was performed using publicly available microarray datasets (Table S11) of *C. elegans* infection to calculate additional pathogen-specific gene signatures. Gene ontology based enrichment analysis was performed using the topGO package [50] and the results were plotted using ReViGO [51]. Microarray data are available from the National Center for Biotechnology Information/GEO repository under accession no. GSE95636.

## Supplementary Material

1430825_supp.zip

## Author summary

The enterococci are natural commensals of the human gastrointestinal tract and important hospital-borne pathogens, with the majority of human enterococcal infections caused by two species, *Enterococcus faecalis* and *Enterococcus faecium*. Many mechanistic details remain to be determined concerning how enterococci perturb their host and how the host defends itself in the wake of infection. The free-living nematode *Caenorhabditis elegans*, because of its simple body plan and amenability to genetic analysis, has been used extensively to dissect essential mechanisms of host-pathogen interactions. *E. faecalis* distends the *C. elegans* intestine, induces intestinal stasis, and later kills the worm, whereas *E. faecium* simply distends the intestine without killing. We find that these different modes of infection translate to surprisingly similar *C. elegans* gene expression profiles during infection as well as during exposure to heat-killed *E. faecalis* or *E. faecium*. On the other hand, there are also some key differences in the immune and stress pathways activated by these two enterococcal species. This study elucidates the mechanisms by which enterococci perturb host physiology, as well as the means by which *C. elegans* detects and then defends itself from these pathogens, with prospective implications for immunity and infection in all metazoans.

# Supplementary material for: Both live and dead Enterococci activate Caenorhabditis elegans host defense via immune and stress pathways
**Source:** Virulence. 2018 Mar 19;9(1):683–99. doi: 10.1080/21505594.2018.1438025
**Supplement:** 1430825_supp.zip

## Slide 1

Fig S1. E. faecalis, but not E. faecium, kills C. elegans.
Late L4 larval N2 C. elegans, in the absence (A) or presence (B) of sterilizing cdc-25.1 feeding RNAi, were infected with E. faecalis strain MMH594 or E. faecium strain E007. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 3 independent assays. The difference between the survival curves of each condition on E. faecalis and E. faecium was statistically significant (p<0.05), as determined by Kaplan-Meier log rank analysis.

## Slide 2

Fig S2. PMK-1 is required for defense against E. faecium. Survival of wild-type N2 and mutant pmk-1(km25) C. elegans infected with either of two different E. faecium strains, E007 and BM4105SS. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 3 independent assays. Statistically significant survival curves relative to N2 in each condition are marked with an asterisk and bracket. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Slide 3

Fig S3. Survival of wild-type N2, pmk-1, fshr-1, bar-1, and double mutants on heat-killed E. coli. Wild-type N2, pmk-1(km25), fshr-1(ok778), bar-1(ga80), pmk-1(km25);fshr-1(ok778) and pmk-1(km25);bar-1(ga80) animals on heat-killed E. coli at 25˚C. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 2 independent assays. Statistically significant (p<0.05) survival curves are marked with asterisks. Statistical significance of differences between survival curves (as compared to N2) was calculated using Kaplan-Meier log rank analysis.

## Slide 4

Fig S4. The E. faecalis infection gene signature comprises genes that are pathogen-specific, as well as genes that are shared among diverse pathogens.
Venn diagrams comparing both the E. faecalis and E. faecium infection gene signatures (relative to heat-killed E. coli) with the infection gene signatures of (A) S. aureus NCTC8325, (B) P. aeruginosa PA14, and (C) C. albicans DAY185 (relative to their respective controls). (D) The E. faecalis infection gene signature (relative to E. faecium) compared to the M. nematophilum CBX102 infection gene signature (virulent M. nematophilum CBX102 relative to avirulent M. nematophilum UV336). The number at the bottom right corner of each quadrant represents the number of annotated Affymetrix probes found to not be differentially expressed in either comparison.

## Slide 5

Fig S5. Validation of Enterococcus-activated genes identified in the microarray using NanoString nCounter analysis.
The NanoString nCounter system was used to validate a set of 67 genes, representing the most highly upregulated and downregulated Enterococcus-activated genes. Correlation of microarray and nCounter data was determined by plotting the average fold difference observed in the microarray analysis (three biological replicates) versus the average fold difference for the same gene obtained by nCounter (three biological replicates, different from the microarray samples). Linear regression analysis revealed strong correlation between the microarray and NanoString datasets for both E. faecalis (R2 = 0.8793) and E. faecium (R2 = 0.9124).

## Slide 6

Fig S6. Correlation matrix of C. elegans mutants fed either heat-killed or live Enterococci. Hierarchical clustering dendrograms and a heatmap showing the color-coded pairwise correlation matrix for the nCounter gene expression profiles of N2 or mutant C. elegans fed either heat-killed or live Enterococci. The correlation matrix provides a quantitative comparison of any two conditions' gene expression profiles. A correlation value of 1 indicates that the two samples compared are identical; thus, the diagonal coefficients representing the correlation of a sample with itself has a perfect positive correlation, as indicated by the red color. Hierarchical cluster dendrograms indicate the degree of similarity between different bacterial/mutant conditions using the distance at which the branch point occurs. Mutants fed either live E. faecalis or E. faecalis cluster together; similarly, mutants fed either heat-killed E. faecalis or E. faecium cluster together. All N2 worms, whether fed heat-killed or live Enterococci, are closely correlated. The Pearson’s correlation coefficient for each C. elegans strain and enterococcal species pair analyzed is shown.

## Slide 7

Fig S7. Induction of Enterococcus-activated genes and lifespan of small RNA pathway-deficient C. elegans on heat-killed E. coli.
Heat-map of Enterococcus-activated genes in wild-type N2 worms (bottom row) or immune pathway mutant worms (other horizontal rows) at steady-state (on heat-killed E. coli, in the absence of infection). The heat-map reflects data from 2-3 biological replicates for each mutant analyzed.

## Slide 8

Fig S8. Induction of Enterococcus-activated genes and lifespan of stress response pathway-deficient C. elegans on heat-killed E. coli.
(a) Heat-map of the fold-changes of Enterococcus-activated genes in N2 worms treated with RNAi against stress response pathway components (hif-1, kgb-1, or skn-1) compared to vector control (L4440), fed heat-killed E. coli, a non-pathogenic food source. The heat-map reflects data from 2-3 biological replicates for each mutant analyzed. (b) Lifespan of fer-15(b26);fem-1(hc17) C. elegans treated with L4440 vector control, kgb-1, hif-1 or skn-1 RNAi. Results are representative of 3 independent assays. Statistically significant (p < 0.05) survival curves relative to L4440 control are marked with an asterisk and bracket. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Slide 9

Fig S9. Correlation matrix of gene expression profiles of C. elegans deficient in stress response and RNAi-related genes following Enterococcus infection
Hierarchical clustering dendrograms and a heatmap showing the color-coded pairwise correlation matrix for the nCounter gene expression profiles of C. elegans (vector control or RNAi knock-down; N2 or mutant) infected with E. faecalis or E. faecium. See legend of Fig S7 for details about the significance of the correlation values and interpretation of dendrograms. Among worms infected with E. faecalis, the immune pathway-deficient worms formed one cluster while the RNAi-treated worms formed a different, separate cluster; however, after E. faecium infection, worms deficient in small RNA processing and the stress response clustered more closely together, and were more dissimilar to the immune mutants and hif-1 treated worms. The Pearson’s correlation coefficient for each C. elegans strain and enterococcal species pair analyzed is shown.

## Slide 10

Fig S10. Survival of wild-type N2 and stress-response mutants on heat-killed E. coli. (a) Heat-map of the fold-changes of Enterococcus-activated genes in N2 worms treated with RNAi against RNAi pathway components (dcr-1, drh-3, drsh-1, or rde-1). The heat-map reflects data from 2-3 biological replicates for each mutant analyzed. (b), Lifespan of fer-15(b26);fem-1(hc17) C. elegans treated with L4440 vector control, drsh-1, drh-3, dcr-1 or rde-1 RNAi on heat-killed E. coli (left). Statistically significant (p<0.05) survival curves relative to L4440 control are marked with an asterisk and bracket. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Slide 11

Fig S11. Survival of nuclear hormone receptor-deficient C. elegans on E. faecalis and E. faecium. (a) Lifespan of N2, nhr-68(gk708), nhr-101(gk586), nhr-114(gk849) (left) treated with cdc-25.1 RNAi, or (b) L4440 vector control, nhr-62, nhr-88, nhr-97, nhr-144, nhr-193, or nhr-212 RNAi-treated fer-15;fem-1 worms following infection with E. faecalis (left) or E. faecium (right). Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 2 independent assays. Statistically significant (p<0.05) survival curves relative to control are marked with an asterisk. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Slide 12

Fig S12. Survival of nuclear hormone receptor mutants on heat-killed E. coli.
(a) Lifespan of N2, nhr-68(gk708), nhr-101(gk586), nhr-114(gk849) (left) treated with cdc-25.1 RNAi, or (b) L4440 vector control, nhr-62, nhr-88, nhr-97, nhr-144, nhr-193, or nhr-212 RNAi-treated fer-15;fem-1 worms. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 2 independent assays. Relevant statistically significant survival curves are marked with an asterisk and bracket. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

## Slide 13

Fig S13. Pre-exposure to non-enterococcal bacteria does not confer resistance, and there is no evidence of transgenerational inheritance of resistance to E. faecalis. (a) Survival of fer-15(b26);fem-1(hc17) worms exposed to 8 hours of heat-killed or live bacteria (S. aureus NCTC8325 or B. subtilis PY79) and then transferred to live E. faecalis. (b) C. elegans young adult N2 worms were fed either live or heat-killed bacteria (E. coli OP50, E. faecalis MMH594, E. faecium E007, S. aureus NCTC8325, or B. subtilis PY79) for 48 hours at 25C before the gravid worms were bleached and their eggs harvested and synchronized. The progeny were treated with cdc-25.1 RNAi and their survival on E. faecalis assayed. Each graph shows the average of three plates for each strain, with each plate containing 30-40 worms. Results are representative of 2 independent assays. Statistically significant (p<0.05) survival curves (relative to HK E. coli) are marked with asterisks. Statistical significance of differences between survival curves was calculated using Kaplan-Meier log rank analysis.

How the deposited data were processed for this re-analysis (not part of the article)

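Whole N2 worms fed heat-killed *E. coli* OP50, live *B. subtilis*, *E. faecalis* or *E. faecium* for 8 h at 25 °C were profiled on Affymetrix C. elegans Genome Arrays, 1 array per sample and 13 in all. The authors made the values by RMA (background correction, quantile normalization of the probes and median polish), and the deposited log2 values were used as they stand. The arrays that RMA was run on together and the version of the software are not given in the sources used here. No raw image files were analysed here.

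Groups were taken from the sample labels: heat-killed *E. coli* 4 arrays, the other foods 3 each. Of 22625 probe sets, 77 controls of the manufacturer were left out, and then 2255 whose median over the arrays lay under the 10th percentile of such medians (3.81 on the log2 scale), as low signal cannot be told from background. The remaining 20293 were tested with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for tables. A linear model with 4 group means was fitted to all arrays together, and eBayes moderated the variances (9 residual and 3.17 prior degrees of freedom). Every p at a gene comes from limma and was adjusted by Benjamini and Hochberg over all tested probe sets of the comparison. A probe set passed at a change of over 2-fold and an adjusted p under 0.05, the thresholds of the paper.

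Probe sets were named by the platform's annotation and current gene symbols. Of those tested, 18905 had 1 gene, 676 several and 712 none. For gene lists each gene was read by its brightest probe set assigned to it alone, which gave 15556 genes. The plan had allowed shared probe sets for genes with none of their own, but such genes were left out, since a shared probe set does not say which gene it reads. The 51 gene lists cover defence, stress, detoxification, metabolism, protein turnover, regulators, repetitive families and markers of tissues and of the germline. They were tested with camera at a preset correlation of 0.01 and again with a correlation estimated for each list, and by Fisher's exact test on genes that passed on one species alone or on both. Their adjusted p covers the lists within a comparison.

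The genes named are those that the paper's text or figures name for the arrays, the 10 largest rises and falls of each comparison among genes whose arrays did not overlap between the groups, every probe set past the threshold between the 2 infections, and up to 4 changed members of each list. Other members of small counts are named after their values were seen. The groups, comparisons, lists, this rule and all alternatives but one were fixed before the data were examined, although the paper's own tables of fold changes had been read by then. The exception is a model with a germline score of each array as a covariate. The tests of a response to *E. faecium* that *E. faecalis* does not give, of sperm and germline genes among replicates, and of the response shared with *B. subtilis* were also added later. For *B. subtilis* and *E. faecium*, all 3 same-numbered pairs of arrays correlated above 0.1 after group means were removed (0.13 to 0.60). The numbers may pair these samples, but this does not settle it, and neither the labels nor the paper's text gives them such a meaning. Arrays of different numbers could correlate more, as *B. subtilis* replicate 3 and *E. faecalis* replicate 2 did (r = 0.79). The main fit does not use the numbers.

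Alternatives changed the filter, the unit of the count, the arrays fitted together, the scaling (array medians, quantile normalization, cyclic loess), the variance model, array weights, the fold threshold, and the use of replicate numbers as a block. Each pair of controls and each array was also left out in turn. The overlap and correlation of the 2 infections were compared with 100 simulations of unchanged groups that share controls, and with the controls split between the comparisons, also between both enterococci together and *B. subtilis*. Other splits of the arrays into groups of the same sizes were counted for each comparison. The fit was tested on simulated data with independent noise, in which 187 to 196 of 200 changed probe sets were recovered and 1 to 4 unchanged ones passed. Such noise leaves out the variation that the probe sets share across replicates, so these counts do not give the error on the real arrays. Another grouping of the real arrays gave as many as 319 probe sets (*E. faecalis* against heat-killed *E. coli*). Survival, defecation, microscopy and NanoString measurements, the arrays of other pathogens and gene ontology terms were not analysed here.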

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

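The test of a response to *E. faecium* that *E. faecalis* does not give, the correlation of sperm and germline genes among replicates, and the tests of the response shared with *B. subtilis* were chosen only after the result was seen, and the germline covariate was added after the counts were seen but before its own outcome was.

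Of 96 small RNA and DNA repair genes, 13 rose on *E. faecium*, and the median log2 fold change was 0.47 (quartiles 0.25 and 0.96). Both lists lost their call with an estimated correlation (adjusted p = 0.52 and 0.524). Whole worms differ in how much of their RNA comes from the germline, and with a germline marker score as a covariate the median fell to 0.17 (quartiles -0.05 and 0.64), with 9 of the 13 still past the threshold, which is consistent with a part of the difference following the germline share of the RNA. The covariate comes from the same arrays and can also remove a response of the germline to *E. faecium*, and sperm genes had a median of -1.84 with it, so this stays open. With the covariate, *dcr-1* passed on both species, at 1.38 ± 0.27 on *E. faecium* (limma, adjusted p = 0.00363) and 1.29 ± 0.25 on *E. faecalis* (adjusted p = 0.00275, against 0.121 without it). Past the adjusted p on both species (0.0106 to 0.0195) were also *drh-3*, *drsh-1* and *rde-1*, at 0.78 to 0.91 on *E. faecalis* and 0.84 to 1 on *E. faecium*. A response to *E. faecium* that *E. faecalis* does not give was not excluded either: the median difference between the infections was 0.25, with p = 0.379 by camera with an estimated correlation. Against such a response, with the covariate the median for *E. faecalis* against *E. faecium* went from -0.25 to -0.01 (quartiles -0.10 and 0.08), and the median on *E. faecalis* was 0.16, with 7 genes that rose instead of 3. As the covariate could remove such a response along with the germline share, this stays open too. On *B. subtilis*, without the covariate, the median of the 96 genes was 0.28 (quartiles 0.13 and 0.58), against 0.20 on *E. faecalis*. For *E. faecium* against *B. subtilis*, 0 members of either list passed by limma (2 small RNA and 1 DNA repair gene were higher at an unadjusted p under 0.05). A raised median of these genes was thus not particular to the enterococci.

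One axis of variation held 58.1% of the variance among replicates after the group means were removed. The share was still 58.1% after quantile normalization. RMA had already quantile normalized the probes before the values were deposited, so this cannot decide on scaling of the arrays as a cause. The axis among the 4 controls correlated with that among the other 9 arrays (absolute r = 0.63 across probe sets). This argues against the processing of 2 controls on another day as the whole cause of the axis. Different amounts of germline RNA may underlie it: within groups, over 13 arrays, the sperm score went with the oocyte and germline score (r = 0.82, rho = 0.71; permutation p = 0.0085 and 0.0259, adjusted 0.0085 and 0.0259 over 6 relations; r = 0.85 without the 2 farthest arrays). Muscle, neuron and intestine scores went against it (r = -0.90, -0.98 and -0.94; rho = -0.91, -0.94 and -0.95; permutation p = 0.0012, 5.00e-04 and 0.0022, adjusted 0.0018, 0.001 and 0.00264; r = -0.85, -0.98 and -0.92 without the 2 farthest) and the small RNA and DNA repair scores with it (r = 0.93 and 0.97; rho = 0.96 and 0.98; permutation p = 5.00e-04, adjusted 0.001, for each; r = 0.90 and 0.95 without the 2 farthest). Most other lists also followed the germline score within groups, such as proteasome (r = 0.98), glutathione S-transferases (-0.97), saposin-like proteins (-0.97) and C-type lectins (-0.89). Autophagy genes followed it least (r = -0.34). These relations therefore do not single out the germline as the cause, and scores of defence lists varied along the same axis. The worms' stage, which sets the size of the germline, was not measured, so a difference of stage and one of handling both stay open.

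*B. subtilis*, for which the paper's text gives no array result, gave 323 probe sets past the threshold relative to heat-killed *E. coli* (205 without its replicate 2). Of the 232 probe sets shared by both enterococci, 93 passed in the same direction on *B. subtilis* and 3 in the opposite one. Controls shared by the comparisons are argued against as the whole cause. With both enterococci compared with 2 controls and *B. subtilis* with the other 2, 46 to 87 probe sets passed in the same direction in all 3 comparisons, at least 21.6 times the overlap of independent lists. The change of food from heat-killed *E. coli* to live Gram-positive bacteria, in which species and killing by heat are not separated, could account for part of the response, and this stays open. With the controls split in this way, the median on *B. subtilis* was 0.27 to 0.75 of that on *E. faecium* for probe sets lower on both enterococci and 0.10 to 0.63 of it for those higher on both, so it varies with the controls used. Where controls 1 and 3 were set against 2 and 4, it was 0.29 and 0.27 for the lower ones and 0.10 and 0.63 for the higher ones. In the other splits it was 0.67 to 0.75 for the lower ones and 0.42 to 0.51 for the higher ones. Relative to *B. subtilis*, 47 of the 232 passed on both enterococci and 151 on neither, and a response to the enterococci beyond the food stays open for the 47. For the others it stays open too, since not passing with 3 arrays against 3 does not show that there is no difference.

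Relative to *B. subtilis*, 374 probe sets passed on *E. faecalis* and 237 on *E. faecium*, also with no array result in the paper's text. Without *B. subtilis* replicate 2 these counts were 230 and 161.

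In the heat-killed *E. coli* controls, 5 of 110 sets of values had an array far from the other 3, and chance gives about 1 in 20. *clec-60* in replicate 2 was at 8.23 against 8.47 to 8.52, a gap of 0.841 of the range. *gsto-1* in replicate 4 was at 8.30 against 7.68 to 7.70 (0.955 of the range). *Y65B4BR.1* in replicate 4 was at 7.57 against 6.39 to 6.59 (0.83). *F42A10.7* in replicate 2 was at 10.68 against 10.91 to 10.95 (0.865). The aminoacyl-tRNA synthetase score in replicate 1 was at -0.11 against -0.31 to -0.28 (0.83).

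For 3 comparisons with heat-killed *E. coli*, the arrays were also split into other groups of the same sizes. In each, 1 of 35 splits, the real one, gave as many probe sets. No smaller share is possible with 35 splits, and it was not adjusted over the comparisons. This argues against chance without excluding it. The real count was 425 and the highest other 319 on *E. faecalis*, 396 and 2 on *E. faecium*, and 323 and 68 on *B. subtilis*. The split with 319 points to a structure among the arrays beside the foods. The 10 splits of 3 arrays against 3 are too few for such a test: the real count was 34 and the highest other 1 for *E. faecalis* against *E. faecium*, 374 and 205 for *E. faecalis* against *B. subtilis*, and 237 and 0 for *E. faecium* against *B. subtilis*, where 4 of the 10 part all same-numbered arrays and the other 6 keep some of them together. The split with 205 points to a structure as well.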

How the results depend on the processing

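The germline score as a covariate was chosen only after the result was seen. The comparisons with heat-killed *E. coli* depend on which of the controls are used. Without controls 1 and 2, 1 and 4, 2 and 3, or 3 and 4, *E. faecalis* gave 235, 261, 228 and 246 probe sets, *E. faecium* 171, 189, 165 and 174, *B. subtilis* 185, 213, 170 and 191, the overlap 126, 127, 120 and 124, and the share of higher probe sets 38.8%, 36.7%, 37.4% and 37.1%. Without controls 2 and 4 *E. faecalis* gave 788, *B. subtilis* 521 and the overlap 416. The 2 infections differed in 53 probe sets without controls 1 and 3 and in 18 without controls 2 and 3. The controls were not equally alike: r was 0.994 between 1 and 3, 0.993 between 2 and 4, and 0.975 to 0.977 for the other pairs, and the germline scores of controls 1 to 4 were 0.30, -0.60, 0.20 and -0.65. Each of the 4 pairs named first leaves 2 unlike controls. Without controls 1 and 3, which also leaves 2 alike, *E. faecalis* gave 337 and *E. faecium* 367. The labels do not say which controls were processed on another day, and the cause was not tested.

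With no fold threshold the counts were 917 on *E. faecalis*, 819 on *E. faecium* and 660 on *B. subtilis*, 595 and 370 for *E. faecalis* and *E. faecium* against *B. subtilis*, and 476 in the overlap. With a 1.5-fold threshold they were 779, 705, 558 and, in the overlap, 414. Testing against a 1.2-fold change gave 262 on *E. faecium*, 16 between the infections and a share of 41.9%. A threshold moves counts by its construction. Array weights, whose estimation did not converge, gave 924, 708 and 675 against heat-killed *E. coli*, 265 between the infections, 659 and 498 against *B. subtilis* and 423 in the overlap, and for the other alternatives too the cause was not tested. Between the infections, 1 probe set per gene gave 17, fitting only the 2 groups compared 10 (share 55.7%) and cyclic loess 20. The germline covariate gave 684, 634 and 536, then 118 between the infections, 378 for *E. faecium* against *B. subtilis*, 420 in the overlap and a share of 61.2%.

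Leaving out 1 array at a time gave 251 (without *E. faecalis* replicate 3) to 588 on *E. faecalis*, 205 (without *E. faecium* replicate 2) to 473 on *E. faecium*, and 13 (without *E. faecalis* replicate 3 or *E. faecium* replicate 1) to 58 (without *E. faecalis* replicate 1) between the infections, with 22 without *B. subtilis* replicate 1, 20 without *E. faecium* replicate 2 and 18 without *E. faecium* replicate 3. *B. subtilis* gave 205 (without its replicate 2) to 388, *E. faecalis* against *B. subtilis* 230 (without *B. subtilis* replicate 2) to 384, with 245 without *E. faecalis* replicate 3, and *E. faecium* against *B. subtilis* 161 to 258. The overlap was 149 (without *E. faecium* replicate 2) to 326, r 0.662 to 0.852, and the share 30.7% (without *E. faecium* replicate 2) to 56.5%.

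Over all groups, 11 of 18 same-numbered pairs correlated above 0.1 (6 of 6 for number 1, 2 of 6 for number 2, 3 of 6 for number 3), and 6 of 12 arrays correlated best with their own number. Of the 6 pairs of groups, 5 had 1 or more same-numbered pairs under 0.1 and share only a number by this measure. Used as a block, the replicate numbers gave 315 for *E. faecium* against *B. subtilis*, where all pairs were above it, instead of 237, with 59 instead of 47 of the shared 232 past the threshold on both enterococci relative to *B. subtilis* and 138 instead of 151 on neither, and 74 instead of 34 between the infections, 622 on *E. faecalis* and 529 on *E. faecium*. Of 646 results for named genes, 635 stayed on their side without the filter, 613 with quantile normalization, 596 with cyclic loess, 554 against a 1.2-fold change and 512 without controls 2 and 3. The only reversal was T24B8.5, E. faecalis vs E. faecium, at 1.49 with array weights against -0.37. Of 306 list results, 125 lost their call with an estimated correlation. Signal near background limits the dimmest probe sets.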

Differences from the paper's values

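No alternative used here except the germline covariate was chosen after the result was seen. Of 216 of the paper's values set beside values here, 3 differed. A count or a share is taken to differ where one value is over 1.5 times the other, and a log2 fold change where the signs differ or the gap is larger than the larger SD over replicates of the 2 groups.

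For probe sets more highly expressed on *E. faecalis* than on *E. faecium*, the paper gives 18 and the value here is 32. Among the alternatives set before the data were examined, the count is within 1.5 times the paper's with 1 probe set per gene (17), without the *B. subtilis* arrays (24), with quantile normalization (21), with cyclic loess (19), against a 1.2-fold change (16), without controls 2 and 3 (18) or 3 and 4 (23), and with a single array left out, without *E. coli* replicate 2 (26) or 3 (26), *B. subtilis* replicate 1 (22), *E. faecalis* replicate 2 (20) or 3 (13), and *E. faecium* replicate 1 (13), 2 (18) or 3 (18). It is not under the other filters (30, 31 and 29), with only the 2 groups compared (10), with array medians subtracted (30), with the other variance model (43), with array weights (234), with no or a 1.5-fold threshold (42 for each), with the block (72), without the other pairs of controls, or without any of the other single arrays. For probe sets higher on *E. faecium* the paper gives 1 and the value here is 2. It is 1 with array medians subtracted, with cyclic loess and without *E. coli* replicate 3, and it differs under all other alternatives set before the data were examined.

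For *cyp-13A7* on *E. faecalis* the paper's table gives a log2 fold change of 2.05 and the value here is 1.94, a gap of 0.116 against an SD over replicates of 0.101. The gap is smaller than this SD, without reaching 0, with array medians subtracted (1.97), without controls 2 and 3 (1.98), 2 and 4 (1.96) or 3 and 4 (2.00), and without *E. coli* replicate 3 (1.96) or *E. faecalis* replicate 1 (1.96) or 3 (1.98). It is larger under the other alternatives set before the data were examined.

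Of the probe sets in the paper's tables, 355 of 375 on *E. faecalis*, 347 of 399 on *E. faecium* and 18 of 19 between the infections passed here. The one missing from the last is *ins-11*, which passed with the trended and robust variance model, with the block, and without controls 1 and 3 or 2 and 4. The median difference of the log2 fold changes from the paper's was 0.033, 0.033 and 0.057.

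The paper states that *drh-3* and *drsh-1* were higher on *E. faecium*. They were at 1.19 (adjusted p = 0.0665) and 1.29 (adjusted p = 0.0657) and did not pass, whereas *dcr-1* and *rde-1* of the same statement did. Both passed without the *B. subtilis* arrays, with only the 2 groups compared, with array weights, and without *B. subtilis* replicate 1 or 3 or *E. faecalis* replicate 1 or 2. In the paper's table *far-7* is called on *E. faecium* at 1.82, the paper's value, and was at 1.57 here (adjusted p = 0.071). It passed with array weights, with the block, without controls 2 and 4 and with the germline covariate, which was chosen after seeing the values. *H02F09.3* is called on *E. faecium* in the paper's table at -1.03, the paper's value, and was at -0.98 here, past the adjusted p and under 2-fold. It passed with quantile normalization, with no or a 1.5-fold threshold, without controls 1 and 3, and without *E. coli* replicate 1 or 3. The paper names *ilys-3* among genes raised by *Enterococcus*, and it passed on *E. faecalis* (1.83) and not on *E. faecium* (0.50), except without controls 2 and 4, where it passed at 1.01.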

Other observations

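The comparisons with *B. subtilis* and the lists were set before the deposited values were seen but after the paper's tables of fold changes had been read. On *B. subtilis* relative to heat-killed *E. coli*, the lysozyme gene *lys-10* rose by 6.03 ± 0.26 on the log2 scale, *ilys-2*, of the invertebrate type, by 4.11 ± 0.28, and the fatty acid desaturase gene *fat-7* by 5.42 ± 0.44. The lipase gene *lipl-1* fell by 4.74 ± 0.37, *clec-60* fell by 2.87, and *sodh-1* fell by 2.77 ± 0.52 (adjusted p = 0.0116), while *fmo-2* was at 0.15 and *acs-2* at 0.61. Of 15 lysozyme genes 2 rose and 3 fell (3 and 3 adjusted over the list alone), with a median of -0.21 and a mean of 0.29 (camera, adjusted p = 0.968, and adjusted p = 0.989 with an estimated correlation). Of 199 C-type lectin genes 2 rose and 15 fell (4 and 16 adjusted over the list alone; camera, adjusted p = 2.39e-07, and adjusted p = 0.525 with an estimated correlation). Of 173 higher and 150 lower probe sets, 108 were shared with *E. faecalis* in direction (8 opposite) and 125 with *E. faecium* (5 opposite). Relative to *B. subtilis*, *clec-60* was higher on *E. faecalis* by 7.68 ± 0.29 and *fmo-2* by 6.36, and on *E. faecium* *fmo-2* was higher by 6.38 and *sodh-1* by 5.34.

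On the enterococci, of 9 heme-responsive genes 5 rose and 0 fell on each species (5 and 0 adjusted over the list alone), with medians of 1.25 and 1.93 (adjusted p = 0.00125 and 8.69e-07, and adjusted p = 0.633 and 0.258 with an estimated correlation). Of 63 MATH domain genes 7 rose on *E. faecalis* (8 adjusted over the list alone) and 6 on *E. faecium* (6 adjusted over the list alone), with adjusted p = 5.84e-07 and 1.43e-06, and adjusted p = 0.0254 and 0.0397 with an estimated correlation. Among those that rose, the neighbours *math-3*, *math-26* and *math-27* are read by probe sets of the type marked as shared between similar transcripts. Autophagy genes shifted as a list while 0 of 27 passed by limma on either species (11 higher on *E. faecalis* and 7 on *E. faecium* at an unadjusted p under 0.05): the median was 0.28 on *E. faecalis* (adjusted p = 4.15e-06, and adjusted p = 0.0254 with an estimated correlation) and 0.17 on *E. faecium* (adjusted p = 0.00796, and adjusted p = 0.258 with an estimated correlation). Of 22 genes of chaperones and folding in the endoplasmic reticulum, 3 fell on *E. faecalis* and 4 on *E. faecium*, where *hsp-3*, a BiP gene, fell by 1.62 ± 0.16 and *pdi-2*, a disulfide isomerase gene, by 1.56 ± 0.19. The medians were -0.08 (adjusted p = 0.176) and -0.31 (adjusted p = 9.24e-04, and adjusted p = 0.387 with an estimated correlation). Cuticle collagen genes had medians of -0.41 and -0.26 over 143 genes, of which 0 passed by limma on either species (84 lower on *E. faecalis* and 33 on *E. faecium* at an unadjusted p under 0.05). The medians of 33 major sperm protein genes were -0.93 on *E. faecalis* and -0.50 on *B. subtilis*, and of 30 oocyte and germline genes 0.07 and 0.27.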
